# *Akkermansia muciniphila* ameliorates the age-related decline in colonic mucus thickness and attenuates immune activation in accelerated aging *Ercc1*^*−/Δ7*^ mice

**DOI:** 10.1186/s12979-019-0145-z

**Published:** 2019-03-08

**Authors:** Benthe van der Lugt, Adriaan A. van Beek, Steven Aalvink, Ben Meijer, Bruno Sovran, Wilbert P. Vermeij, Renata M. C. Brandt, Willem M. de Vos, Huub F. J. Savelkoul, Wilma T. Steegenga, Clara Belzer

**Keywords:** Aging, *Akkermansia muciniphila*, Intestinal immunity, Mucus layer, Intestinal barrier

## Abstract

**Background:**

The use of *Akkermansia muciniphila* as potential therapeutic intervention is receiving increasing attention. Health benefits attributed to this bacterium include an improvement of metabolic disorders and exerting anti-inflammatory effects. The abundance of *A. muciniphila* is associated with a healthy gut in early mid- and later life. However, the effects of *A. muciniphila* on a decline in intestinal health during the aging process are not investigated yet. We supplemented accelerated aging *Ercc1*^*−/Δ7*^ mice with *A. muciniphila* for 10 weeks and investigated histological, transcriptional and immunological aspects of intestinal health.

**Results:**

The thickness of the colonic mucus layer increased about 3-fold after long-term *A. muciniphila* supplementation and was even significantly thicker compared to mice supplemented with *Lactobacillus plantarum* WCFS1. Colonic gene expression profiles pointed towards a decreased expression of genes and pathways related to inflammation and immune function, and suggested a decreased presence of B cells in colon. Total B cell frequencies in spleen and mesenteric lymph nodes were not altered after *A. muciniphila* supplementation. Mature and immature B cell frequencies in bone marrow were increased, whereas B cell precursors were unaffected. These findings implicate that B cell migration rather than production was affected by *A. muciniphila* supplementation. Gene expression profiles in ileum pointed toward a decrease in metabolic- and immune-related processes and antimicrobial peptide production after *A. muciniphila* supplementation. Besides, *A. muciniphila* decreased the frequency of activated CD80^+^CD273^−^ B cells in Peyer’s patches. Additionally, the increased numbers of peritoneal resident macrophages and a decrease in Ly6C^int^ monocyte frequencies in spleen and mesenteric lymph nodes add evidence for the potentially anti-inflammatory properties of *A. muciniphila*.

**Conclusions:**

Altogether, we show that supplementation with *A. muciniphila* prevented the age-related decline in thickness of the colonic mucus layer and attenuated inflammation and immune-related processes at old age. This study implies that *A. muciniphila* supplementation can contribute to a promotion of healthy aging.

**Electronic supplementary material:**

The online version of this article (10.1186/s12979-019-0145-z) contains supplementary material, which is available to authorized users.

## Background

Coincident with the increase in the aged population that is observed nowadays, the often inevitable decline in overall health in the elderly is becoming an alarming problem. The aging process is accompanied by a chronic low-grade inflammatory state, termed ‘inflamm-aging’, which is a strong risk factor for many age-related pathologies [1–4]. One of the organs that is affected by the aging process is the intestinal tract and the occurrence of gut-related disorders in the aged population is considerable [5].

As main inhabitant of the intestine, the gut microbiota play an essential role in the maintenance of overall health. Bacteria are able to degrade complex carbohydrates, thereby converting these substrates into metabolites that are beneficial to health, such as short-chain fatty acids (SCFAs) [6, 7]. Besides, the gut microbiota interact extensively with the host immune system by the regulation of immune responses [8]. During the aging process, changes in gut microbiota composition occur, such as a decreased diversity, a decrease in health-promoting bacteria and an increase in potential pathobionts. This disturbed balance in microbiota composition is thought to increase the risk of impaired intestinal barrier function and intestinal inflammation [9]. In mice, transfer of microbiota from aged mice to young germfree recipient mice promoted intestinal inflammation, increased leakage of bacterial components into blood and stimulated systemic immune activation [10].

An important factor with regard to gut health is the mucus layer that covers the intestinal epithelial cell layer and serves as physical protection for bacterial penetration and harmful compounds to enter the mucosal tissue [11]. Intestinal mucus is built up of mostly Mucin 2 (Muc2) proteins, which are large gel-forming proteins that are secreted by goblet cells located in the intestinal mucosa. These proteins form a net-like structure and are the building blocks of the mucus layer. The importance of the mucus layer was emphasized in studies using Muc2 knockout mice, which did not have a colonic mucus layer covering the intestinal epithelial layer [12, 13]. These mice suffered from a decreased intestinal barrier function, an increased inflammatory status [14] and had signs of colitis [12]. Next to the protective function of the mucus layer, it also serves as an energy source for bacteria. *Akkermansia muciniphila* is one of the bacterial species that is able to degrade mucus. This bacterium is highly abundant (~ 3%) in the healthy human colon [15]. Upon mucus degradation, *A. muciniphila* produces several immune-stimulating compounds, such as SCFAs and pili [16, 17]. The outer membrane pili-like protein Amuc_1100 is thought to be involved in the beneficial properties of *A. muciniphila* on health [18, 19].

Recent studies suggest that the beneficial effects of *A. muciniphila* are not limited to the intestinal tract, but extend to overall health. The abundance of *A. muciniphila* was reduced in people suffering from obesity, type 2 diabetes, inflammatory bowel disease, amongst others [20]. Furthermore, supplementation with *A. muciniphila* in mice resulted in an improved metabolic state and reduced diet-induced obesity (ClinicalTrials.gov Identifier: NCT02637115) [21–23].

We and others previously showed that the abundance of *Akkermansia* spp. in colonic luminal content decreased during aging in mice [10, 24, 25]. Another study also reported an age-related loss of *Akkermansia* spp. in humans [26]. Interestingly, the abundance of *Akkermansia* spp. was shown to be increased in centenarians (105–109 years old) compared to younger age groups [27]. These results could indicate that a relation exists between reaching an extreme old age and the abundance of *Akkermansia* spp. [24, 27].

The numerous potential beneficial characteristics of *A. muciniphila* suggest that this bacterium could be a potent candidate for microbial supplementation. However, the effects of this bacterium on the decline in intestinal health as seen during aging are not widely investigated yet. Therefore, the aim of the present study was to investigate the effects of supplementation with *A. muciniphila* on different aspects of intestinal health. We used *Ercc1*^*−/Δ7*^ mice, an accelerated aging mouse model that has a median lifespan of ~ 20 weeks. Further characteristics of this mouse model were extensively described in previous studies [28–30] and indicate that the accelerated aging phenotype of *Ercc1*^*−/Δ7*^ mice largely resembles normal aging. The *Ercc1*^*−/Δ7*^ mice were supplemented with *A. muciniphila* for 10 weeks via oral gavage. After sacrifice, ileum and colon were subject to transcriptional analysis and the microbiota composition in these organs was investigated. Furthermore, we assessed mucus thickness in the colon and the distribution of immune cells in immune-related tissues.

## Results

### *A. muciniphila* supplementation increased mucus thickness in the colon of *Ercc1*^*−/Δ7*^ mice

Since *A. muciniphila* is a mucus-colonizing bacterium and utilizes mucus as energy source, we investigated whether supplementation with *A. muciniphila* had an effect on the mucus layer in the colon of *Ercc1*^*−/Δ7*^ mice. Measurements of mucus thickness in PAS/Alcian Blue stained colon tissue revealed that the mucus layer was significantly thicker in the mice supplemented with *A. muciniphila* compared to the control group (*p* < 0.001) (Fig. 1a-c). Besides, the results were compared with the mucus thickness of mice supplemented with *L. plantarum* (WCFS1), since we showed previously that supplementation with this bacterium prevented an age-related decline in mucus thickness [29]. The colonic mucus layer of *L. plantarum* supplemented mice was thicker compared to the control group (*p* < 0.001) (Fig. 1a, d), but supplementation with *A. muciniphila* resulted in a significantly thicker mucus layer than the *L. plantarum* supplemented mice (*p* < 0.001) (Fig. 1a). These results show that supplementation with *A. muciniphila* contributed to the prevention of a decreased mucus layer thickness at old age.

**Fig. 1:**
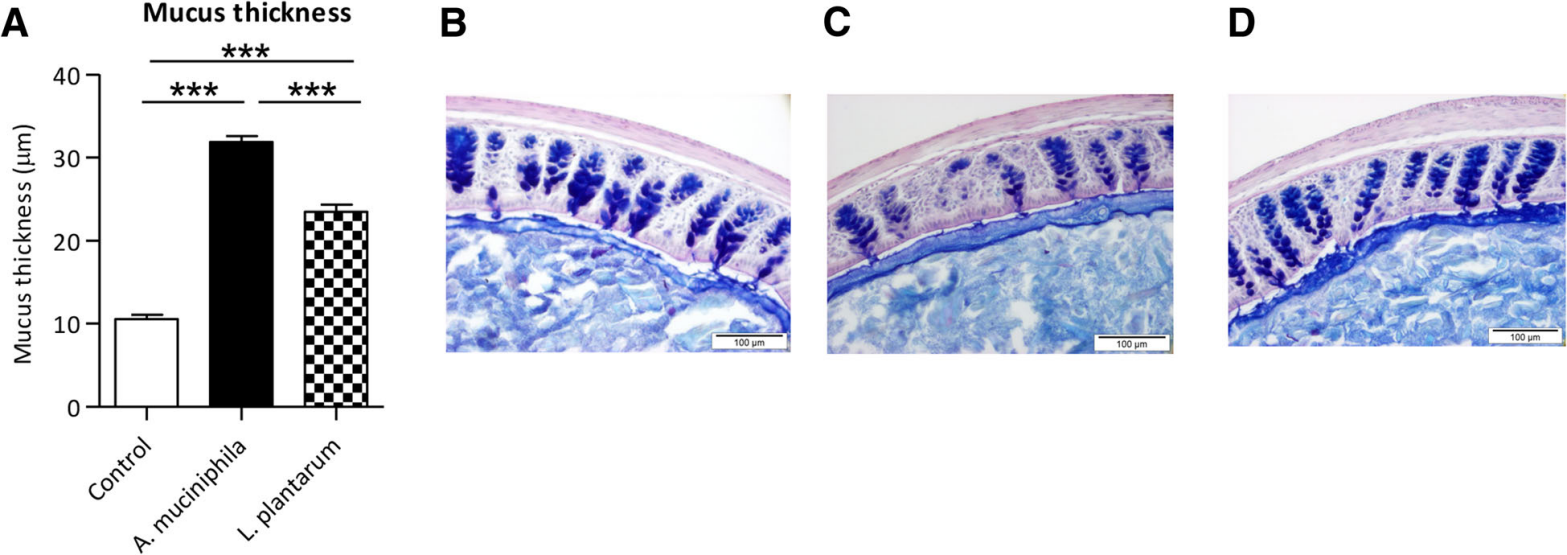
Mucus thickness increased in *Ercc1*^*−/Δ7*^ mice supplemented with *Akkermansia muciniphila*. **a** Mucus thickness (μm) measured in colon of *Ercc1*^*−/Δ7*^ mice in the control, *A. muciniphila* group and *L. plantarum* group. **b** Representative picture of PAS/Alcian Blue staining in control mouse, (**c**) mouse supplemented with *A. muciniphila* and (**d**) *L. plantarum*. Data represent the mean + SEM from three to five mice per group. ***p < 0.001. Scale bars histological images: 100 μm

### No differences in colonic and ileal microbiota composition after supplementation with *A. muciniphila*

In order to investigate whether supplementation with *A. muciniphila* caused changes in gut microbiota composition, we performed 16S rRNA gene sequencing on colonic and ileal content. Alpha-diversity (Shannon entropy) of colonic and ileal content samples did not differ between the control and supplemented mice (Fig. 2a). To investigate whether supplementation with *A. muciniphila* resulted in an increased colonization of this bacterium, the relative abundance of *Akkermansia* spp. in colonic content was assessed. In colonic content, the average relative abundance was slightly higher in the intervention group (0.738 ± 1.279%) compared to the control group (0.252 ± 0.503%) (Fig. 2b), but this difference was not statistically significant. *Akkermansia* spp. was not present in ileal content, except for one mouse in the intervention group (data not shown). Variation in microbial composition between samples was represented in a principal coordinates analysis (PCoA) based on Bray-Curtis dissimilarity. In both colon and ileum samples, no clear separation was observed between the control and *A. muciniphila* group (Fig. 2c-d). Furthermore, no statistically significant differences at genus level between the control and supplemented mice was found in both sources (data not shown). These data show that bacterial supplementation with *A. muciniphila* three times a week did not result in changes in gut microbiota composition of *Ercc1*^*−/Δ7*^ mice.

**Fig. 2:**
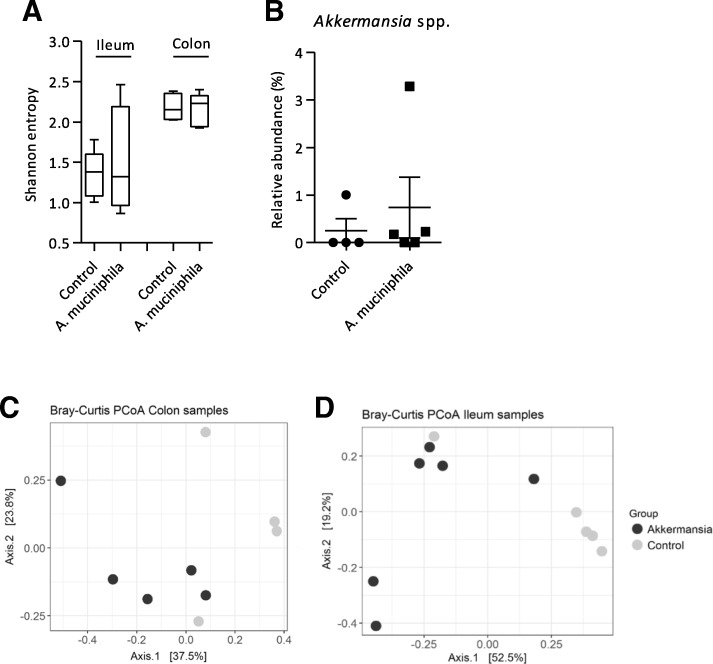
Microbiota composition in colon and ileum of *Ercc1*^*−/Δ7*^ mice supplemented with *Akkermansia muciniphila*. **a** Alpha-diversity (Shannon entropy) measured in ileum and colon samples. Boxes extend from the 25th to 75th percentile, middle line represents median, and whiskers represent minimum and maximum values. **b** Relative abundance (%) of *Akkermansia* spp. in colonic content assessed by 16S rRNA sequencing. Data represent mean + SEM (**c**) Beta-diversity measured by Bray-Curtis Principal Coordinate Analysis in colon samples and (**d**) ileum samples. Between four and six mice per group were used for microbiota analysis

### *A. muciniphila* supplementation minimally altered the expression of genes involved in intestinal barrier function in colon

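Gene expression was measured with whole-transcript arrays in distal ileum and proximal colon of 11 female Ercc1−/Δ7 mice, a DNA repair mutant that ages fast. From 6 weeks of age, 5 mice were given vehicle and 6 A. muciniphila by gavage of 200 µL, 3 times a week for 10 weeks (200000000 CFU by the paper; the labels use a notation that, read literally, is 10 times that), and each mouse gave 1 array per tissue at 16 weeks (22 arrays). The labels name a bicarbonate-buffered saline as vehicle and the paper PBS. The authors' values are log2 intensities after RMA normalization over 41345 probe sets. Of these, 23521 list 1 gene (22180 genes), 1814 list several and 16010 list none. A gene is named here only from a probe set of its own.

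Markers of the 2 tissues stood against the tissue labels. Defa24, an alpha-defensin of Paneth cells in the small intestine, had a mean of 12.49 ± 0.06 (SD, n = 11) in the arrays labelled colon and 4.94 ± 0.58 in those labelled ileum. Lyz1, the Paneth cell lysozyme, stood at 12.76 ± 0.09 and 6.65 ± 0.40, and Fabp6, the bile acid binding protein of the ileum, at 12.36 ± 0.23 and 5.99 ± 1.00. Car1, a carbonic anhydrase of the colon epithelium, ran the other way, with 4.73 ± 1.01 in the arrays labelled colon and 12.60 ± 0.28 in those labelled ileum. In 22 of 22 arrays the alpha-defensin mean minus the colon epithelium mean lay on the side of the other tissue (4.96 to 5.58 in the arrays labelled colon, −3.78 to −2.29 in those labelled ileum). The mapping was left as labelled, and each result names its arrays by their label and by the markers they carried.

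Within each labelled tissue, A. muciniphila was compared with control by intensity-based moderated t statistics (IBMT), the paper's test, at the paper's threshold of an unadjusted p under 0.05 and a fold above 1.2. Values given after ± are SE for a log2 change and SD for a mean. Each gene named also has an exact permutation test over all ways to divide 11 mice into 5 and 6, whose smallest possible p is 0.00216, and a Benjamini-Hochberg adjusted p over all probe sets. Replicate arrays of a group correlated at 0.977 to 0.988.

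**Figure D1:**
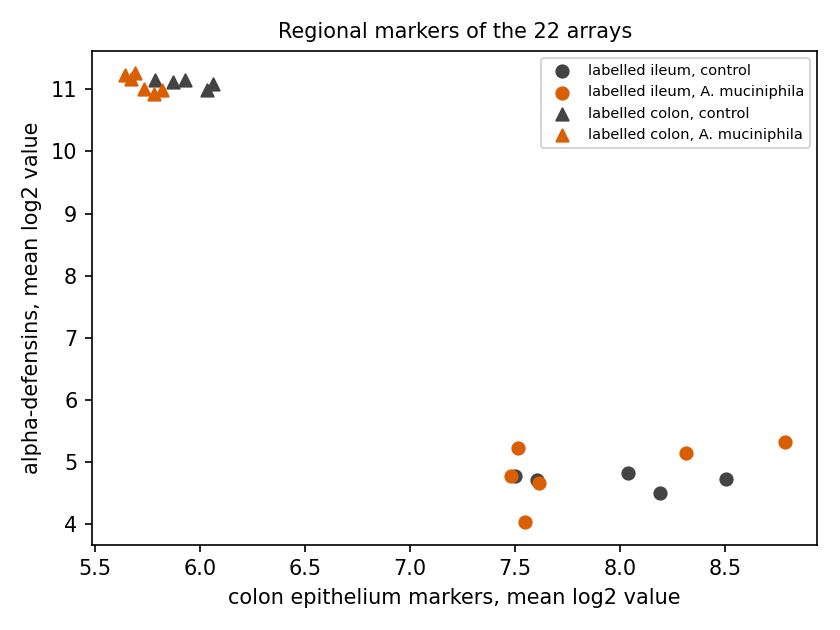
Mean log2 intensity of the alpha-defensin genes against that of the colon epithelium markers, 1 point per array. Arrays labelled colon lie at high alpha-defensin values and arrays labelled ileum at high colon marker values.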

To explore the effects of supplementation with *A. muciniphila* on gene expression, transcriptome analysis was performed on mRNA isolated from colon and ileum tissue of *Ercc1*^*−/Δ7*^ mice. 

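In the arrays labelled ileum, which carried colon markers, 176 genes were higher and 224 lower with A. muciniphila at the paper's threshold (6 against 5 mice). Among the lower genes were Igfbp2, a binding protein of insulin-like growth factors (log2 change −0.55 ± 0.17, exact permutation p = 0.0108, below all controls in 5 of 6 mice), and Chodl, a membrane protein with a lectin domain (−0.50 ± 0.16, exact p = 0.0195). Socs3, a feedback inhibitor of cytokine signalling, fell by 0.53 ± 0.19 on one probe set (exact p = 0.00649) and had a change of −0.16 on its other one, which did not pass. Among the higher genes were Ube2cbp (0.38 ± 0.13, exact p = 0.0173), Defa-ps1, an alpha-defensin pseudogene (0.37 ± 0.12, exact p = 0.0130, not past the threshold in a fit over all 4 groups), and Wwc1, a regulator of the Hippo pathway (0.35 ± 0.11, exact p = 0.00866), whose change was 0.25 and no longer past the threshold without control replicate 1. Over all probe sets, named or not, 598 were higher and 550 lower, and 1620 (3.92%) had an unadjusted IBMT p under 0.05. After adjustment 0 remained with IBMT (smallest adjusted p = 0.110) and 0 with limma's trended test.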

In colon, a number of 427 genes was significantly differentially expressed (*p* < 0.05, fold change > 1.2 or < − 1.2) between the control and *A. muciniphila* group, comprising 225 up-regulated and 202 down-regulated genes. Since a highly significant increase in mucus thickness was observed in the colon of mice that received *A. muciniphila*, colonic expression of genes related to mucus production was investigated. 

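Mucins make up the gel and the cell-bound layer of intestinal mucus. None of the 14 mucin genes with a probe set of their own passed the threshold in the arrays labelled ileum, which carried colon markers: 0 with IBMT, 0 with limma and 0 at an unadjusted p under 0.05 alone. Muc2, the main gel-forming mucin, had a mean of 13.12 in controls and 13.14 with A. muciniphila (log2 change 0.02 ± 0.05, exact permutation p = 0.721, 6 against 5 mice). The membrane mucins Muc13 (−0.08 ± 0.05, exact p = 0.113) and Muc3 (0.02 ± 0.05, exact p = 0.742) also stayed under it. The 14 genes as a list had a median change of 0.00 and a camera adjusted p of 0.928. Nor did the arrays labelled colon, which carried ileum markers, give one: 0 of the 14 passed with any of these tests (camera adjusted p = 0.315). Mucl1 shares its probe set with Mucl2 and is given no value.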

No significant differential expression of mucins was observed, except Mucin like 1 (*Mucl1*) which was down-regulated (− 1.5-fold) in the *A. muciniphila* group compared to the control mice (Additional file 1). Besides, to explore if an increased mucus thickness in the colon resulted in an enhanced intestinal barrier function, expression of genes related to tight junction function was investigated. 

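Of 33 measured tight junction genes, 1 was higher and 1 lower at the paper's threshold in the arrays labelled ileum, which carried colon markers. The higher one was Tmem114, a claudin relative (log2 change 0.31 ± 0.11, exact permutation p = 0.0152), and the lower one Cldn19 (−0.33 ± 0.14, exact p = 0.0519), both dim on these arrays (means 3.36 and 4.01 with A. muciniphila). The scaffold genes Tjp1 (0.02 ± 0.07) and Tjp3 (−0.01 ± 0.07) did not pass, nor did the junctional adhesion molecules F11r, also called Jam1 (0.05 ± 0.05), Jam2 (−0.19 ± 0.14) and Jam3 (−0.01 ± 0.14). Ocln (0.08 ± 0.07) and the abundant claudins Cldn3 (0.07 ± 0.07) and Cldn7 (−0.00 ± 0.06) did not pass either. As a list the tight junction genes had a median change of 0.02 (camera adjusted p = 0.208). The number past the threshold was 1 without control replicate 1, 2, 4 or 5 or A. muciniphila replicate 1, 3 or 4, and 3 without A. muciniphila replicate 2.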

The classical tight junction proteins *Tjp 1–3*, *Jam 1–3*, *Claudin* family and *Ocln* were not differentially expressed (data not shown). To investigate which pathways were regulated in colon by *A. muciniphila* supplementation, Gene Set Enrichment Analysis (GSEA) was performed. 

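Of 50 measured proliferation genes in the arrays labelled ileum, which carried colon markers, 48 had a negative log2 change with A. muciniphila and 6 passed the paper's threshold, all lower: Cenpk, Chaf1a, E2f2, Hells, Hmmr and Neil3. Hells, a chromatin remodeller of dividing cells, fell by 0.42 ± 0.15 (exact permutation p = 0.0238), and E2f2, a transcription factor of S phase entry, fell by 0.47 ± 0.16 (exact p = 0.0130). Top2a (−0.21 ± 0.09, exact p = 0.0476) and Mki67 (−0.17 ± 0.08, exact p = 0.0844) did not pass. The proliferation list had a median change of −0.17 and a camera adjusted p of 6.1e-18, and the Reactome set Mitotic Prometaphase, with 3 of 92 genes lower (Cenpk, Cenpl and Zwilch), one of 3.3e-08. With an estimated correlation between genes both had an adjusted p of 0.267, and no list of either set of arrays held its call that way. The barrier lists did not pass: Reactome tight junction interactions had a camera adjusted p of 0.618 and mucin O-glycosylation and sialylation one of 0.883. The number past the threshold ran from 4 without A. muciniphila replicate 2 to 11 without A. muciniphila replicate 3, with 10 without control replicate 4 or A. muciniphila replicate 1 or 6. Over the proliferation list alone, 0 genes passed after adjustment with IBMT, as over all genes. The lists were fixed having seen the paper's pathways, so they are not independent evidence of its themes.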

Significantly enriched pathways were dominated by cell cycle related processes, but no pathways related to intestinal barrier function were observed (Additional file 2).

### Supplementation with *A. muciniphila* decreased expression of genes and pathways related to antimicrobial activities, metabolic processes and mucus biosynthesis in ileum

Since supplementation with *A. muciniphila* minimally altered the expression of genes related to intestinal barrier function in colon, we also investigated gene expression profiles in ileum tissue of *Ercc1*^*−/Δ7*^ mice. 

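In the arrays labelled colon, which carried ileum markers, 445 genes were higher and 366 lower with A. muciniphila at the paper's threshold (6 against 5 mice). Among the largest rises were enzymes and regulators of the upper small intestine: Lct, the lactase (log2 change 3.25 ± 0.89, exact permutation p = 0.0303), Plb1, a brush border phospholipase (2.50 ± 0.73, exact p = 0.0325), Enpp7, the alkaline sphingomyelinase (1.58 ± 0.46, exact p = 0.0325), and Gata4, a transcription factor of jejunal identity (1.60 ± 0.51, exact p = 0.0260). Among the lower genes were Tat, the tyrosine aminotransferase (−1.34 ± 0.32, exact p = 0.0108), Hoxb8, a positional gene of the posterior body (−1.17 ± 0.31, exact p = 0.0108, below all controls in 6 of 6 mice), and S100g, a calcium binding protein (−1.26 ± 0.38, exact p = 0.0281, not past the threshold in a fit over all 4 groups). Cyp2c55 fell by 1.24 ± 0.33 on one probe set (exact p = 0.0152) and had a change of −0.32, not past the threshold, on another. Lists of gut position were tested by their means, adjusted over these lists. Colon epithelium markers went from 5.94 ± 0.11 to 5.72 ± 0.07 (exact p = 0.00433, adjusted p = 0.0173, below all controls in 5 of 6 mice). Distal ileum markers (exact p = 0.110) and posterior Hox genes (exact p = 0.145) were lower and did not pass (adjusted p = 0.145 each). The mean of 15 markers of duodenum and jejunum was 7.71 ± 0.13 in controls and 8.30 ± 0.48 with A. muciniphila (exact p = 0.0303, adjusted p = 0.0606). It was 8.47 to 8.86 in replicates 2, 4 and 6 and 7.74 to 8.02 in replicates 1, 3 and 5. All these lists were written with the paper's genes known, and the last holds Lct and Gata4, so their p are not independent evidence.

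Without these 3 arrays, a setting chosen after seeing the markers, the changes were 1.53 for Lct, 1.26 for Plb1, 0.84 for Enpp7 and −0.51 for S100g, none past the threshold, while Gata4 (0.42), Tat (−0.89), Hoxb8 (−0.48) and Cyp2c55 (−0.64) passed. With the marker mean as a covariate, also chosen afterwards, Tat had −0.69, Hoxb8 −0.26 and Cyp2c55 −0.48, and none of these 3 passed. Over all probe sets 913 were higher and 930 lower, and 2879 (6.96%) had an unadjusted IBMT p under 0.05. None passed after adjustment (0 with IBMT, smallest adjusted p = 0.622, and 0 with limma's trended test).

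**Figure D2:**
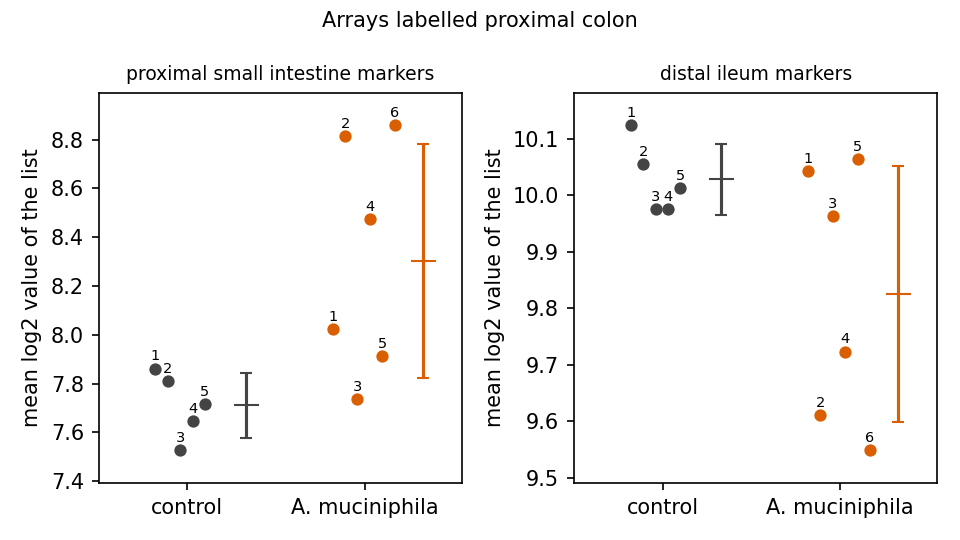
Mean log2 intensity of the upper small intestine markers and of the distal ileum markers in each array labelled colon, by group. A. muciniphila replicates 2, 4 and 6 have the highest upper small intestine means.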

A number of 795 genes was significantly differentially expressed (*p* < 0.05, fold change > 1.2 or < − 1.2) between the control and *A. muciniphila* group in ileum, comprising 425 up-regulated and 370 down-regulated genes. Interestingly, several genes encoding for antimicrobial peptides were down-regulated in the *A. muciniphila* supplemented mice, i.e. *Reg3b* and *Reg3g* (Fig. 3a, b; Additional file 3). However, the expression of genes encoding for alpha-defensins and lysozymes was not affected by *A. muciniphila* supplementation. 

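Reg3b and Reg3g encode secreted C-type lectins that bind bacteria. Reg3b in the arrays labelled colon, which carried ileum markers, went from 12.65 ± 0.15 in 5 controls to 12.09 ± 0.35 in 6 mice given A. muciniphila (log2 change −0.56 ± 0.15, exact permutation p = 0.0108, below all controls in 5 of 6 mice). Reg3g went from 11.00 ± 0.39 to 10.43 ± 0.29 (−0.57 ± 0.18, exact p = 0.0238, 3 of 6 below all controls). Of 21 measured Reg3, lectin-like and secreted antimicrobial genes, 5 were lower at the paper's threshold and 0 higher. Besides the Reg3 genes these were Reg4 (−0.29 ± 0.09, exact p = 0.0173), Retnlb, a goblet cell antimicrobial (−0.42 ± 0.13, exact p = 0.0130), and Pglyrp1, a peptidoglycan binding protein (−0.30 ± 0.10, exact p = 0.0260). The number past the threshold was 3 without A. muciniphila replicate 2. Adjusted over this list alone 6 genes were lower, and over all genes 0 with IBMT (Reg3b adjusted p = 0.622). The list had a camera adjusted p of 0.00760, and an adjusted p of 0.370 with an estimated correlation. Without A. muciniphila replicates 2, 4 and 6, which had the highest upper small intestine markers, the changes of Reg3b (−0.26) and Reg3g (−0.45) no longer passed, nor with the marker mean as covariate (−0.15 and −0.33), both chosen after seeing the data, nor in a fit over all 4 groups. That last fit pools the spread of both sets, and Reg3b had an SE of 0.88 in the arrays labelled ileum against 0.15 in those labelled colon. The arrays labelled ileum, which carried colon markers, had changes of 0.09 for Reg3b and −0.44 for Reg3g, neither past the threshold.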

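Alpha-defensins and lysozyme are the antimicrobial products of Paneth cells. Among the arrays labelled colon, which carried ileum markers, 0 of 8 measured alpha-defensins and 0 of 5 lysozyme genes passed the paper's threshold with IBMT, 0 with limma and 0 at an unadjusted p under 0.05 alone. Defa24 had a log2 change of −0.03 ± 0.04 (exact permutation p = 0.504, 6 against 5 mice). Lyz1 had one of −0.02 ± 0.05 (exact p = 0.703) and Lyz2, the lysozyme of macrophages, one of 0.03 ± 0.11 (exact p = 0.816). The alpha-defensin list had a median change of −0.01 (camera adjusted p = 0.688) and the lysozyme list a camera adjusted p of 0.883. Only 8 of the 30 alpha-defensins listed have a probe set of their own. Of either list 0 passed as well in the arrays labelled ileum, which carried colon markers, with IBMT or limma. There, 1 lysozyme gene had an unadjusted p under 0.05, and 1 passed the threshold without control replicate 5. An alpha-defensin passed (1 of 8) without control replicate 4 or A. muciniphila replicate 2 or 5.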

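Cldn2, which forms a cation and water pore, and Cldn8, a sealing claudin, were both lower with A. muciniphila in the arrays labelled colon, which carried ileum markers. Cldn8 went from 7.37 ± 0.09 to 6.69 ± 0.51 (log2 change −0.68 ± 0.20, exact permutation p = 0.00649, below all controls in 6 of 6 mice). Cldn2 went from 6.13 ± 0.08 to 5.65 ± 0.52 (−0.48 ± 0.21, exact p = 0.104, 4 of 6 below all controls). Of 33 tight junction genes, Cldn15, a paracellular sodium channel, was the 1 higher at the paper's threshold (0.27 ± 0.12, exact p = 0.0909), and Tjp1 (0.03 ± 0.04) and Ocln (0.04 ± 0.05) did not pass. The list had a camera adjusted p of 0.507, and with IBMT 0 of its genes passed after adjustment over all genes (Cldn2 adjusted p = 0.714).

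The call for Cldn2 was lost without control replicate 1 (−0.47), 3 (−0.46), 4 (−0.49) or 5 (−0.47) and without A. muciniphila replicate 2 (−0.39), 4 (−0.42) or 6 (−0.36), and also with the t-test of the paper's methods. Leaving out any of these arrays left 1 gene of the list past the threshold, or 2 without A. muciniphila replicate 6. Without the 3 arrays with the highest upper small intestine markers, a setting chosen after seeing the data, Cldn2 had a change of −0.03 and Cldn8 one of −0.32, which passed, and with the marker mean as covariate Cldn2 had 0.07 and Cldn8 −0.15, neither past the threshold. By contrast, Cldn2 in the arrays labelled ileum, which carried colon markers, had 0.24 ± 0.15 and Cldn8 −0.11 ± 0.23.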

Tight junction genes were minimally differentially expressed, only *Cldn2* and *Cldn8* were down-regulated in ileum of mice supplemented with *A. muciniphila* compared to the control group (Fig. 3c, d; Additional file 3). 

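All 19 measured genes of cholesterol synthesis and SREBP2 targets had negative log2 changes in the arrays labelled colon, which carried ileum markers, and 9 passed the paper's threshold, among them Cyp51 (−0.53 ± 0.14, exact permutation p = 0.00866), Lss (−0.34 ± 0.11, exact p = 0.0238) and Hmgcs1, which makes the HMG-CoA of the pathway (−0.41 ± 0.14, exact p = 0.0346). The number past the threshold was 14 without A. muciniphila replicate 1 or 5 and 5 without replicate 2 or 6. Adjusted over this list alone 7 were lower, and over all genes 0 with IBMT. Fatty acid synthesis and elongation had 0 of 19 genes past the threshold with IBMT, 0 with limma and 3 at an unadjusted p under 0.05 alone, with a median change of −0.13 and a camera adjusted p of 1.1e-04. In fatty acid beta-oxidation and ketogenesis 2 of 18 genes were lower, Acaa1b (−0.55 ± 0.15, exact p = 0.00649) and Acot2 (−0.49 ± 0.15, exact p = 0.0216). The cholesterol list had a median change of −0.31 and a camera adjusted p of 3.8e-14, and the beta-oxidation list a camera adjusted p of 0.00794, or 0.120 without A. muciniphila replicate 4. With an estimated correlation their adjusted p was 0.370 (cholesterol), 0.430 (fatty acid synthesis) and 0.496 (beta-oxidation).

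Where the upper small intestine marker mean entered as a covariate, a setting chosen after seeing the data, the cholesterol list had a camera adjusted p of 0.561 and the beta-oxidation list one of 0.315. The paper's pathway themes were known when the lists were fixed, so their direction is not independent evidence.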

GSEA revealed that significantly enriched down-regulated pathways were dominated by metabolic processes (Additional file 2). 

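N-glycans are assembled on a dolichol lipid and moved as a block onto new proteins in the endoplasmic reticulum. With A. muciniphila, 27 of 31 measured genes of this assembly had negative log2 changes in the arrays labelled colon, which carried ileum markers, with a median of −0.06, and 0 passed the paper's threshold with IBMT or limma (5 at an unadjusted p under 0.05 alone). Ddost, a subunit of the transferring enzyme, had a change of −0.13 ± 0.04 (exact permutation p = 0.00649, below all controls in 6 of 6 mice), and Rpn1, another subunit, one of −0.13 ± 0.06 (exact p = 0.0498). Dpagt1, which starts the assembly, had −0.13 ± 0.05 (exact p = 0.00649). All 3 had unadjusted p under 0.05 and a fold under 1.2. The list had a camera adjusted p of 1.1e-04, and an adjusted p of 0.370 with an estimated correlation. In the Reactome set of precursor synthesis and transfer, 3 of 60 genes were lower (Gnpnat1, Neu1 and St6galnac6) and 1 higher (Npl), with a camera adjusted p of 0.0286, or 0.101 without control replicate 5 and 0.103 without A. muciniphila replicate 3, and it too lost its call with an estimated correlation (adjusted p = 0.370). In 2 settings chosen after seeing the data, the assembly list and the Reactome set stayed lower, with camera adjusted p of 1.6e-05 and 0.0109 without the 3 arrays with the highest upper small intestine markers, and 3.2e-05 and 0.0455 with the marker mean as covariate. Neu1 removes sialic acid and Npl breaks it down, so not all of these members build the precursor. The assembly list in the arrays labelled ileum, which carried colon markers, had a median change of 0.00 (camera adjusted p = 0.580).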

Besides, the pathways “N-Glycan Biosynthesis” and “Biosynthesis of the N-Glycan Precursor (Dolichol Lipid-Linked Oligosaccharide, LLO) and Transfer to a Nascent Protein” were down-regulated in ileum of mice that received *A. muciniphila* supplementation compared to the control group (Additional file 2). Based on this finding, the microarray data set was searched for genes related to mucus biosynthesis. The genes *Ctnna3* and *St6galnac6* were down-regulated in ileum in the supplemented mice versus control group (Fig. 3e, f; Additional file 3).

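St6galnac6, which adds sialic acid to glycans, went from 5.89 ± 0.13 in 5 controls to 5.52 ± 0.17 in 6 mice given A. muciniphila in the arrays labelled colon, which carried ileum markers (log2 change −0.38 ± 0.10, exact permutation p = 0.00866, below all controls in 5 of 6 mice). Ctnna3, an alpha-catenin that ties cadherins to the cytoskeleton, went from 4.86 ± 0.22 to 4.63 ± 0.16 and did not pass the threshold (−0.23 ± 0.12, exact p = 0.0628, 4 of 6 below all controls, adjusted p = 0.766). St6galnac6 had an adjusted p of 0.622 over all probe sets. With the upper small intestine marker mean as covariate, a setting chosen after seeing the data, St6galnac6 had a change of −0.28 and no longer passed. Changes in the arrays labelled ileum, which carried colon markers, were −0.03 for St6galnac6 and −0.01 for Ctnna3, neither past the threshold.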

**Fig. 3:**
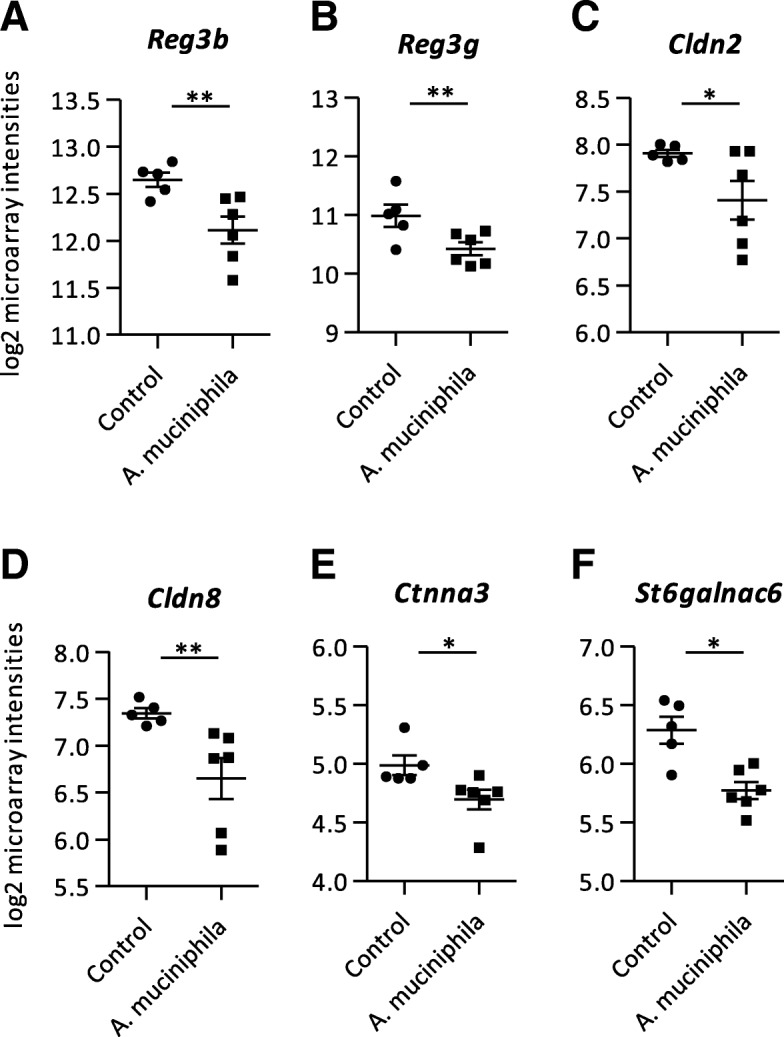
Microarray analysis performed on mRNA isolated from ileum tissue. **a** Log2 microarray intensities of Regenerating islet-derived 3 beta (*Reg3b*), (**b**) Regenerating islet-derived 3 gamma (*Reg3g*) (**c**) Claudin 2 (*Cldn2*), (**d**) Claudin 8 (*Cldn8*), (**e**) Catenin (cadherin associated protein), alpha 3 (*Ctnna3*) and (**f**) ST6 (alpha-N-acetyl-neuraminyl-2,3-beta-galactosyl-1,3)-N-acetylgalactosaminide alpha-2,6-sialyltransferase 6 (*St6galnac6*). Data represent mean + SEM. Control: *n* = 5, *A. muciniphila*: *n* = 6. *p < 0.05; **p < 0.01

### Decreased expression of genes and pathways related to inflammation and immune function in colon and ileum after *A. muciniphila* supplementation

As immune function is an important factor regarding intestinal health, expression profiles of genes related to immune response were investigated. 

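Immunoglobulin segments, the variable parts of antibody genes expressed by B and plasma cells, included the largest falls in both sets of arrays. At the paper's threshold 8 of 36 probe sets were lower and 0 higher in the arrays labelled ileum, which carried colon markers. A kappa segment of the Igkv15 family fell by 3.07 ± 0.86 on the log2 scale (exact permutation p = 0.0173), Igkv8-30 had a change of −2.17 ± 0.54 (exact p = 0.00866), and Igkv5-43 one of −2.57 ± 0.46 on one probe set (exact p = 0.00216, the smallest possible, below all controls in 6 of 6 mice). Among the arrays labelled colon, which carried ileum markers, 4 of 36 were lower and 0 higher, with Igkv5-43 at −3.40 ± 0.79 (exact p = 0.00649) and −3.00 ± 0.81 (exact p = 0.0108) on 2 probe sets. A further, brighter probe set of Igkv5-43 had −0.05 in the arrays labelled ileum and 0.05 in those labelled colon. Jchain, which links IgA into dimers, had −0.14 ± 0.36 (exact p = 0.745) and −0.16 ± 0.34 (exact p = 0.708).

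The number lower in the arrays labelled ileum was 4 without control replicate 1 or A. muciniphila replicate 6 and 5 without control replicate 3 or A. muciniphila replicate 4, and 4 with the t-test of the paper's methods and 13 with a replicate block over all arrays. In those labelled colon it was 2 without control replicate 3, 4 or 5 or A. muciniphila replicate 1, 3 or 6, and 2 with that t-test or block over all arrays. Adjusted over the 36 probe sets alone, 3 were lower in the arrays labelled ileum and 2 in those labelled colon, and over all genes 0 with IBMT. The list had a camera adjusted p of 3.0e-08 in the arrays labelled ileum and 0.0348 in those labelled colon, and an adjusted p of 0.419 and 0.686 with an estimated correlation. The second of these calls was lost without control replicate 3 (0.0642), 4 (0.384) or 5 (0.155) and without A. muciniphila replicate 1 (0.0673), 5 (0.332) or 6 (0.289).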

Remarkably, down-regulated genes in both colon and ileum were dominated by genes encoding for immunoglobulins (Additional file 1). 

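Cxcl13, a chemokine that draws B cells into follicles, went from 9.05 ± 0.42 in 5 controls to 8.35 ± 0.47 in 6 mice given A. muciniphila in the arrays labelled ileum, which carried colon markers (log2 change −0.70 ± 0.23, exact permutation p = 0.0411, not past the threshold in a fit over all 4 groups). Ccl12, a chemokine for monocytes, went from 4.27 ± 0.36 to 3.51 ± 0.46 (−0.76 ± 0.23, exact p = 0.0238), and Il5, a cytokine of eosinophils and IgA-producing B cells, from 3.30 ± 0.29 to 2.86 ± 0.15 (−0.44 ± 0.13, exact p = 0.0216). C1ra, a protease that starts the classical complement pathway, had a change of −0.35 ± 0.14 (exact p = 0.0390, below all controls in 5 of 6 mice), and C5ar1, the receptor of complement C5a, one of −0.31 ± 0.14 (exact p = 0.0411, 4 of 6). All 5 passed the paper's threshold, and each had an adjusted p of 1.00 over all probe sets. Changes in the arrays labelled colon, which carried ileum markers, were 0.18 for Cxcl13, 0.04 for Ccl12, −0.08 for Il5, 0.05 for C1ra and 0.19 for C5ar1, none past the threshold.

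The call for C1ra was lost without control replicate 1 (−0.27), 2 (−0.32) or 5 (−0.34) or A. muciniphila replicate 2 (−0.31) or 3 (−0.28). That for C5ar1 was lost without control replicate 1 (−0.31), 3 (−0.29), 4 (−0.32) or 5 (−0.28) or A. muciniphila replicate 3 (−0.33), 4 (−0.27) or 6 (−0.21), with the t-test of the paper's methods, with a replicate block, with repeated normalization or centring, and in a fit over all 4 groups. With the B cell marker mean as covariate, a setting chosen after seeing the data, C1ra (−0.22) and C5ar1 (−0.28) also lost their calls. In that setting Cxcl13 (−0.39), Ccl12 (−0.76) and Il5 (−0.54) still passed.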

In the colon, several genes encoding for chemokines, such as *Cxcl13* (Fig. 4a; Additional file 3) and *Ccl12*, as well as the cytokine *Il5* and the complement factors *C1ra* and *C5ar1* were all down-regulated (Additional file 1). Also the immunoglobulin receptor *Pilrb1* had a decreased expression in the colon of the *A. muciniphila* group (Additional file 1). Additionally, other immune-related genes were down-regulated in the colon of *A. muciniphila* supplemented mice compared to the control group, e.g. *Blk*, *Cd4*, *Cd72*, *Tlr7* and *Tlr12* (Fig. 4b-f; Additional file 3). 

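Pilrb1, which the paper lists as an immunoglobulin receptor, is an activating receptor of myeloid cells paired with an inhibitory partner. It went, in the arrays labelled ileum, which carried colon markers, from 4.94 ± 0.12 in 5 controls to 4.21 ± 0.26 in 6 mice given A. muciniphila (log2 change −0.73 ± 0.13, exact permutation p = 0.00433, below all controls in 6 of 6 mice, adjusted p = 0.757). It passed the paper's threshold whichever array was left out (−0.83 to −0.68). Its change in the arrays labelled colon, which carried ileum markers, was 0.11 and did not pass. The difference between the 2 sets of arrays was 0.84 and did not pass over all probe sets (limma, adjusted p = 0.584).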

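Blk, a kinase of the B cell receptor pathway, and Cd4, the coreceptor of helper T cells, were lower with A. muciniphila in the arrays labelled ileum, which carried colon markers. Blk went from 4.70 ± 0.48 in 5 controls to 3.95 ± 0.29 in 6 mice (log2 change −0.75 ± 0.21, exact permutation p = 0.0130, not past the threshold in a fit over all 4 groups) and Cd4 from 6.33 ± 0.27 to 5.87 ± 0.15 (−0.46 ± 0.12, exact p = 0.00649). Tlr7, the sensor of single-stranded RNA, had a change of −0.48 ± 0.13 (exact p = 0.00649), and Tlr12, a sensor of parasite profilin, one of −0.32 ± 0.13 (exact p = 0.0346). Blk, Cd4 and Tlr7 lay below all controls in 5 of 6 mice each and Tlr12 in 4 of 6. All 4 passed the paper's threshold, and none after adjustment over all probe sets (adjusted p = 1.00 each). The call for Tlr12 was lost without control replicate 1 (−0.28) or 5 (−0.31) or A. muciniphila replicate 3 (−0.30), 4 (−0.28) or 5 (−0.27). It was also lost with the B cell marker mean as covariate (−0.29), a setting chosen after seeing the data, in which Blk, Cd4 and Tlr7 kept theirs. Cd72 shares its probe set with Tesk1 and is given no value. For the arrays labelled colon, which carried ileum markers, Cd4 had −0.16, Tlr7 −0.20 and Tlr12 −0.07, none past the threshold.

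**Figure D3:**
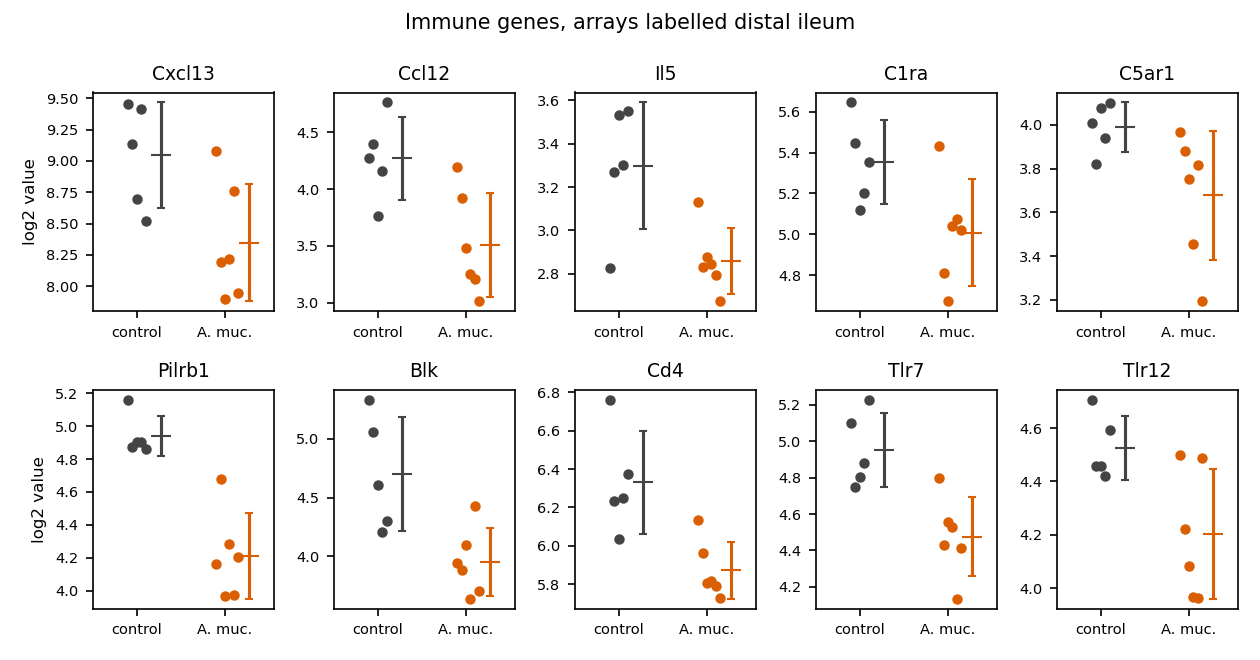
Log2 intensity of the paper's 10 immune genes with a probe set of their own, 1 point per array labelled ileum. Controls and mice given A. muciniphila are shown side by side for each gene.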

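The IgA production network, the set of signals that turn B cells into IgA-secreting cells in the gut, passed camera as a lower list in the arrays labelled ileum, which carried colon markers. Of its 38 measured genes 33 had negative log2 changes, and 3 passed the paper's threshold, all lower: Il10, an anti-inflammatory cytokine (−0.29 ± 0.09, exact permutation p = 0.00216, below all controls in 6 of 6 mice), Cd86, a costimulator of T cells (−0.31 ± 0.14, exact p = 0.0411), and Il5. Of 39 cytokines 3 were lower, Il5, Il10 and Tnfsf14 (−0.30 ± 0.13, exact p = 0.0476), and of 34 chemokines 3, Cxcl13, Ccl12 and Ccl8. Adjusted p from camera were 2.1e-04 for the IgA network, 0.0207 for cytokines and 0.0304 for chemokines, and with an estimated correlation the adjusted p were 0.464, 0.386 and 0.598. Over each list alone, 0 genes passed after adjustment with IBMT, as over all genes.

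The IgA network lost its call without control replicate 1 (0.0905). Cytokines lost it without control replicate 1 (0.108) or 5 (0.0510) or A. muciniphila replicate 4 (0.0822) or 5 (0.0766), and chemokines without control replicate 1 (0.154), 2 (0.0796) or 5 (0.121) or A. muciniphila replicate 3 (0.0531), 4 (0.114), 5 (0.108) or 6 (0.397). The lists were written by hand with the paper's pathways known.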

GSEA revealed that immune-related pathways were down-regulated in colon, for example “Intestinal Immune Network for IgA Production”, “Cytokine-Cytokine Receptor Interaction” and “Inflammatory Response Pathway”, amongst others (Additional file 2). Moreover, Ingenuity pathway analysis (IPA) identified seven cytokines as upstream regulators that were predicted to be inhibited after supplementation with *A. muciniphila*, including both the pro-inflammatory Il1 and anti-inflammatory Tgf-beta (Table 1). Also other inflammation-related factors, such as Myeloid differentiation primary response 88 (Myd88), Tumor necrosis factor receptor superfamily member 1B (Tnfrsf1b) and 12 (Tnfsf12), NFKB Inhibitor Alpha (Nfkbia), T cell receptor (TCR) and Toll Like Receptor Adaptor Molecule 1 (Ticam1) were predicted inhibited upstream regulators (Table 1). 

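Class I MHC molecules carry peptides from inside the cell to its surface, with the peptides moved by the transporter Tap1 and B2m as their light chain. The Reactome set for folding, assembly and loading of class I MHC had, in the arrays labelled colon, which carried ileum markers, 3 of 40 measured genes higher at the paper's threshold (Gm11127, H2-Q1 and Sec24d, a coat protein of transport vesicles) and 0 lower. H2-Q1, a nonclassical class I gene, rose by 0.64 ± 0.23 on the log2 scale (exact permutation p = 0.0563). Tap1 had 0.21 ± 0.08 (exact p = 0.0390, fold under 1.2) and B2m 0.05 ± 0.03 (exact p = 0.0671), neither past the threshold. The set had a median change of 0.06 and a camera adjusted p of 0.00711, and an adjusted p of 0.435 with an estimated correlation. Its call was lost without A. muciniphila replicate 2 (0.114), without the 3 arrays with the highest upper small intestine markers (0.517) and with the marker mean as covariate (0.812), the last 2 chosen after seeing the data. The arrays labelled ileum, which carried colon markers, had a median change of 0.01 for this set (camera adjusted p = 0.811).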

In ileum, GSEA annotated the pathway “Antigen Presentation: Folding, assembly and peptide loading of class I MHC” as highly up-regulated (Additional file 2). The most significant upstream regulator identified by IPA in ileum tissue was Interleukin 10 Receptor Subunit Alpha (Il10RA), which was predicted to be slightly inhibited after *A. muciniphila* supplementation (Table 2). Taken together, these results show that *A. muciniphila* supplementation decreased the expression of numerous genes and pathways related to inflammation and immune function in both colon and ileum.

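The paper goes through lower immunoglobulin genes in both tissues, lower chemokines, a cytokine, complement factors and receptors in colon, lower immune pathways from GSEA and regulators predicted to be inhibited in colon, and, for ileum, a class I MHC pathway that was higher and a regulator predicted to be slightly inhibited, and from these together it concludes that A. muciniphila lowered immune expression in colon and ileum. Over the 10 immune genes that the paper names for colon and that have a probe set of their own, 10 were lower at the paper's threshold in the arrays labelled ileum, which carried colon markers, and 0 in those labelled colon with IBMT or limma (1 without A. muciniphila replicate 4). The paper picked these genes from these same samples at this threshold, so these counts are not independent evidence. By qPCR, which is not analysed here, the paper also measured Cxcl13, Blk, Cd4, Cd72, Tlr7 and Tlr12 in colon. In ileum it measured Reg3b, Reg3g, Cldn2, Cldn8, Ctnna3 and St6galnac6 that way. Toll-like receptors and adaptors in the arrays labelled ileum had 2 of 22 genes lower (camera adjusted p = 0.00422, and 0.0733 without control replicate 5 or 0.131 without A. muciniphila replicate 6), and an adjusted p of 0.442 with an estimated correlation. MHC class II antigen presentation had 0 of 11 past the threshold with IBMT or limma and 0 at an unadjusted p under 0.05, with 11 negative changes and a median of −0.17. Its camera adjusted p ran from 1.9e-06 to 0.413 with 1 array left out. The direction of that list reversed with the B cell marker mean as covariate, a setting chosen after seeing the data. For the arrays labelled colon, which carried ileum markers, 23 lists passed camera, and those of chemokines, cytokines, B cells and T cells were not among them, while immunoglobulin segments and macrophages (camera adjusted p = 0.00868) were, as lower lists, and MHC class I antigen presentation (camera adjusted p = 0.0308) and Reactome interferon gamma signaling (camera adjusted p = 0.0438), as higher ones. None of these kept its call with an estimated correlation (adjusted p of 0.470 for macrophages, 0.612 for MHC class I and 0.480 for interferon gamma). Calls were also lost for macrophages without A. muciniphila replicate 5 (0.0550), for MHC class I without control replicate 2 (0.0972) or 3 (0.0777) or A. muciniphila replicate 2 (0.191) or 4 (0.104), and for interferon gamma without control replicate 2 (0.0962) or 5 (0.165) or A. muciniphila replicate 2 (0.173), 3 (0.103) or 4 (0.120). In 2 settings chosen after seeing the data the MHC class I list reversed direction. These were the upper small intestine marker mean as covariate, and leaving out A. muciniphila replicates 2, 4 and 6. The difference between the 2 sets, labelled colon minus labelled ileum, passed at camera's preset correlation for cytokines (median 0.08, adjusted p = 0.0341) and MHC class II (0.23, adjusted p = 0.0485), with an adjusted p of 0.349 and 0.690 at an estimated one, and not for T cells (adjusted p = 0.0620) or chemokines (adjusted p = 0.432).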

**Fig. 4:**
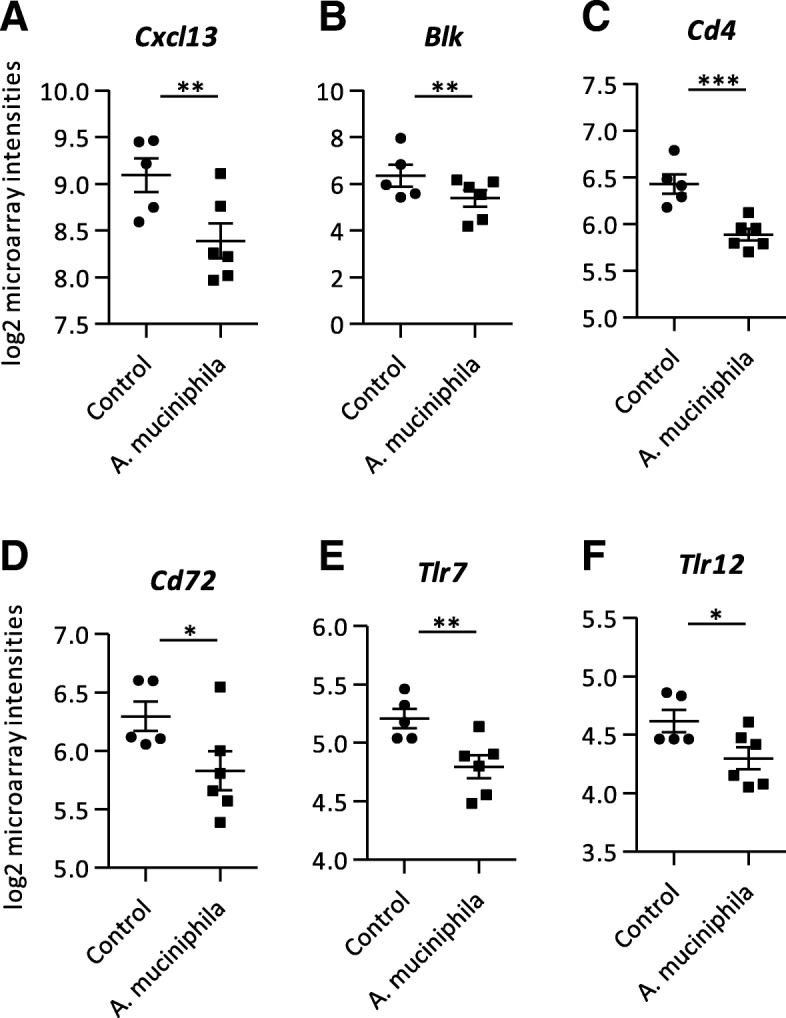
Microarray analysis performed on mRNA isolated from colon tissue. **a** Log2 microarray intensities of (**a**) C-X-C motif chemokine ligand 13 (*Cxcl13*), (**b**) B lymphoid kinase (*Blk*), (**c**) Cluster of differentiation 4 (*Cd4*), (**d**) Cluster of differentiation 72 (*Cd72*), (**e**) Toll-like receptor 7 (*Tlr7*), (**f**) Toll-like receptor 12 (*Tlr12*). Data represent mean + SEM. Control group: *n* = 5. *A. muciniphila* group: *n* = 6. *p < 0.05; **p < 0.01; ***p < 0.001

**Table 1:** Upstream regulators in colon identified by Ingenuity pathway analysis based on the comparison between *Ercc1*^*−/Δ7*^ mice receiving *A. muciniphila* supplementation and control mice

Upstream Regulator	Activation z-score	*p*-value of overlap
ACOX1	2.24	0.013
Alpha catenin	2.00	0.029
ID3	1.98	0.030
**SOCS1**	1.95	0.040
CDKN2A	1.72	0.025
**MYD88**	−2.41	0.045
**IL1**	−2.38	0.049
**TNFRSF1B**	−2.22	0.003
**CHUK**	−2.21	0.017
GATA6	−2.21	0.036
**NFKBIA**	−2.17	0.029
Akt	−2.16	0.020
**cytokine**	−1.99	0.000
**Nfat (family)**	−1.98	0.014
CCND1	−1.98	0.044
**WNT5A**	−1.95	0.033
CTNNB1	−1.95	0.037
**Tgf beta**	−1.94	0.010
EGR1	−1.91	0.035
**Interferon alpha**	−1.78	0.004
**LTBR**	−1.72	0.001
**STAT3**	−1.71	0.024
**TCR**	−1.60	0.029
**TNFSF12**	−1.58	0.004
**TNF**	−1.54	0.036
SSB	−1.52	0.000
**IL17A**	−1.40	0.002
**TICAM1**	−1.40	0.003
HRAS	−1.39	0.031
E2F1	−1.36	0.009
**IL6**	−1.34	0.005
PRKACA	−1.21	0.001
**IL1B**	−1.21	0.003

Cut-off values include *p* < 0.05 and activation z-score < − 1.2 or > 1.2. Upstream regulators in bold are involved in inflammation- and immune-related processes

**Table 2:** Upstream regulators in ileum identified by Ingenuity pathway analysis based on the comparison between *Ercc1*^*-/Δ7*^ mice receiving *A. muciniphila* supplementation and control mice

Upstream Regulator	Activation z-score	*p*-value of overlap
HMGA1	1.66	0.002
POR	1.46	0.000
SYVN1	1.34	0.006
CFTR	1.25	0.000
AR	−2.74	0.005
NR1I2	−2.00	0.042
BRCA1	−1.98	0.016
CTNNB1	−1.72	0.001
LEP	−1.60	0.031
**MAPK14**	−1.34	0.020
**IL10RA**	−1.31	0.000

Cut-off values include *p* < 0.05 and activation z-score < − 1.2 or > 1.2. Upstream regulators in bold are involved in inflammation- and immune-related processes

### Minor changes in local B cell distribution after *A. muciniphila* supplementation

Based on the findings of the microarray analysis, we continued with the investigation of immune cell distribution in different organs of the immune system. Since several B cell related genes were down-regulated after *A. muciniphila* supplementation, such as immunoglobulin genes (both in ileum and colon), and *Blk* (only in colon), we first focused on the local distribution of B cells. 

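Blk, the B cell kinase, had a log2 change of 0.42 ± 0.54 in the arrays labelled colon, which carried ileum markers (exact permutation p = 0.545), and did not pass the threshold there. The difference of its effect between the 2 sets of arrays, labelled colon minus labelled ileum, was 1.17 (limma with mouse as a random block, adjusted p = 0.153 over the named genes), so a difference between the tissues did not pass for Blk. Of 18 B cell markers in the arrays labelled ileum, which carried colon markers, 17 had negative changes and Blk alone passed. Cd79a, part of the B cell receptor, had −0.45 ± 0.35 (exact p = 0.305) and Cr2, the complement receptor of B cells, −0.54 ± 0.31 (exact p = 0.154). The list had a median change of −0.28 and a camera adjusted p of 1.6e-05. Its camera adjusted p was 0.524 with an estimated correlation and 0.114 without control replicate 1. The list mean there was 5.06 ± 0.48 in controls and 4.74 ± 0.27 with A. muciniphila (exact p = 0.206, below all controls in 1 of 6 mice). The difference of the list between the sets (median 0.69, labelled colon minus labelled ileum) had an adjusted p of 0.0136 at camera's preset correlation and did not pass at an estimated one (adjusted p = 0.690). In the arrays labelled colon the list mean was 4.72 ± 0.79 in controls and 5.05 ± 1.28 with A. muciniphila (exact p = 0.682), with the highest values in A. muciniphila replicates 4 and 2 and control replicate 4.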

In mesenteric lymph nodes (MLN) and Peyer’s patches (PP), no differences in B cell frequencies between groups were observed (Fig. 5a-c). However, in PP the frequency of activated CD80^+^CD273^−^ B cells was significantly lower in the supplemented mice (*p* = 0.009) (Fig. 5d). Furthermore, frequencies of more immature CD80^−^CD273^−^ B cells were significantly higher in the *A. muciniphila* group (*p* = 0.03) (Fig. 5e), whereas no changes were observed in CD80^+^CD273^+^ memory-like and CD80^−^CD273^+^ B cells (Fig. 5f, g) [31].

**Fig. 5:**
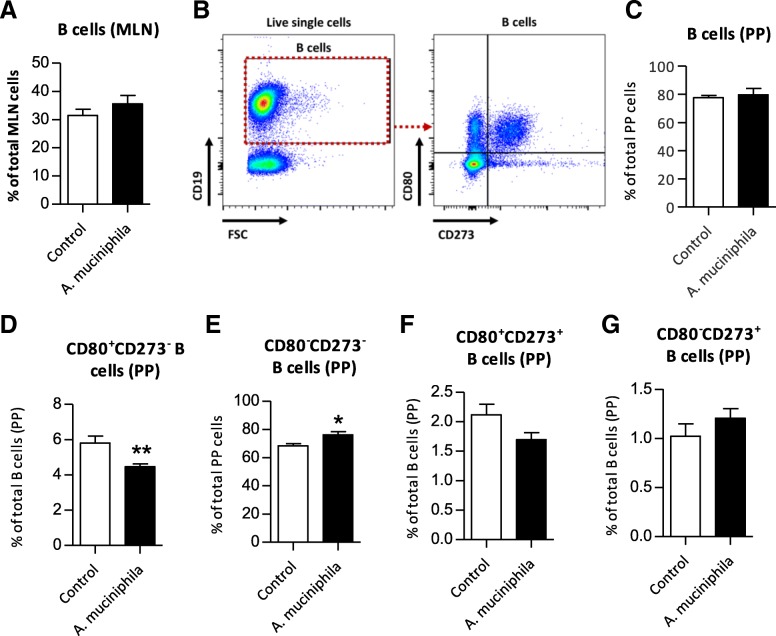
Distribution of B cell subsets in mesenteric lymph nodes (MLN) and Peyer’s patches (PP) after supplementation with *Akkermansia muciniphila*. **a** Mean frequency of B cells in MLN. **b** Flow cytometric analysis of B cells in PP. **c** Mean frequency of B cells in PP. **d** Mean frequency of CD80^+^CD273^−^ B cells, (**e**) CD80^−^CD273^−^ B cells, (**f**) CD80^+^CD273^+^ B cells and **g** CD80^−^CD273^+^ B cells in PP. Data represent the mean + SEM from five to six mice per group. *p < 0.05; **p < 0.01

### *A. muciniphila* supplementation increased the migration of B cells into spleen and BM

Next, we continued with investigation of B cell subsets in spleen and bone marrow (BM). The frequency of total B cells in spleen was not different between groups (Fig. 6a). Also other B cell subsets in spleen, such as immature, follicular and marginal zone B cells, were not significantly different between groups (data not shown). However, the frequency of B1 cells in spleen was significantly higher in the *A. muciniphila* supplemented mice (*p* = 0.02) (Fig. 6b, c). In bone marrow (BM), a trend of higher frequencies of total B cells was observed in *A. muciniphila* supplemented mice compared to control mice (*p* = 0.07) and frequencies of mature and immature B cells were also higher (p = 0.02 and 0.06, respectively) (Fig. 6d-g). Frequencies of B cell precursors, i.e. pro-B cells, small resting pre-B cells and large cycling pre-B cells were not different between groups (Fig. 6h-j). These data suggest that *A. muciniphila* supplementation did not change production of new B cells in BM, but increased migration of B cells into the spleen and BM.

**Fig. 6:**
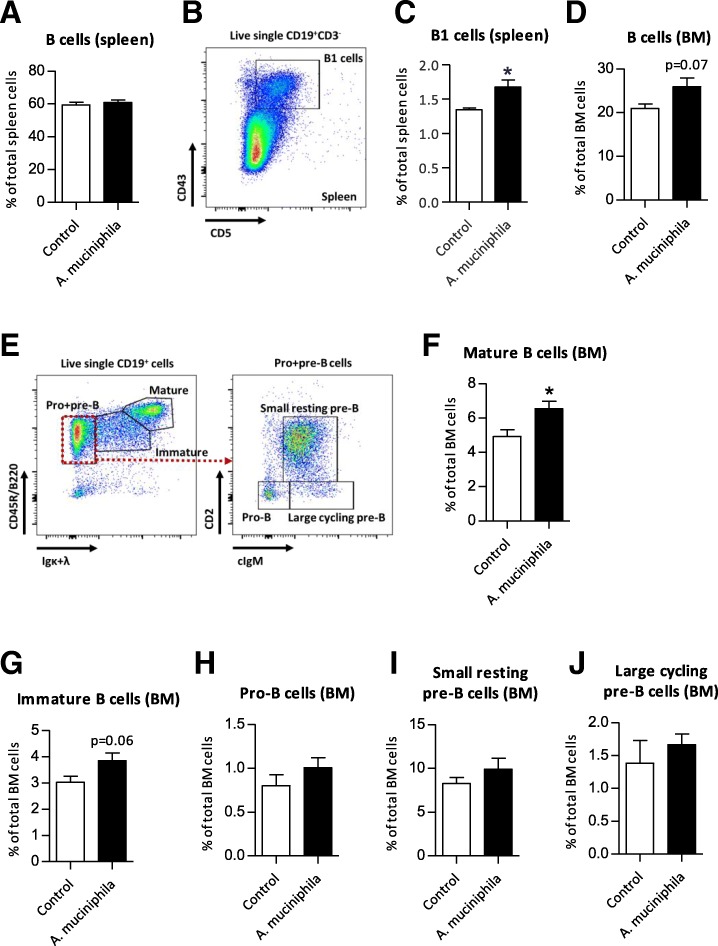
Distribution of B cell subtypes in spleen and bone marrow (BM) after supplementation with *Akkermansia muciniphila*. **a** Mean frequencies of CD19^+^CD3^−^ B cells in spleen. **b** Flow cytometric analysis of live single CD19^+^CD3^−^ cells in spleen. **c** Mean frequencies of CD5^+^CD43^+^ B1 cells in spleen. **d** Mean frequencies of B cells in BM. **e** Flow cytometric analysis of live single CD19^+^ cells, divided in pro-B cells, large cycling pre-B cells and small resting pre-B cells in BM. **f** Mean frequencies Mature B cells, **g** Immature B cells, **h** Pro-B cells, **i** Small resting pre-B cells and (**j**) Large cycling pre-B cells in BM. Data represent the mean + SEM from four to six mice per group. *p < 0.05

### T cell distribution in MLN and spleen was unaltered after *A. muciniphila* supplementation

Transcriptome analysis showed that expression of the *Cd4* gene was decreased in the colon of mice that received *A. muciniphila* compared to the control mice. Moreover, IPA revealed T cell receptor (TCR) as predicted inhibited upstream regulator in colon. Therefore, we investigated whether the distribution of T cells was altered between groups in spleen and MLN. However, CD4^+^ and CD8^+^ T cell distributions in MLN and spleen were not different compared to the control group, neither were CD4^+^FoxP3^+^ Treg frequencies changed in both immune tissues (Fig. 7a-f).

**Fig. 7:**
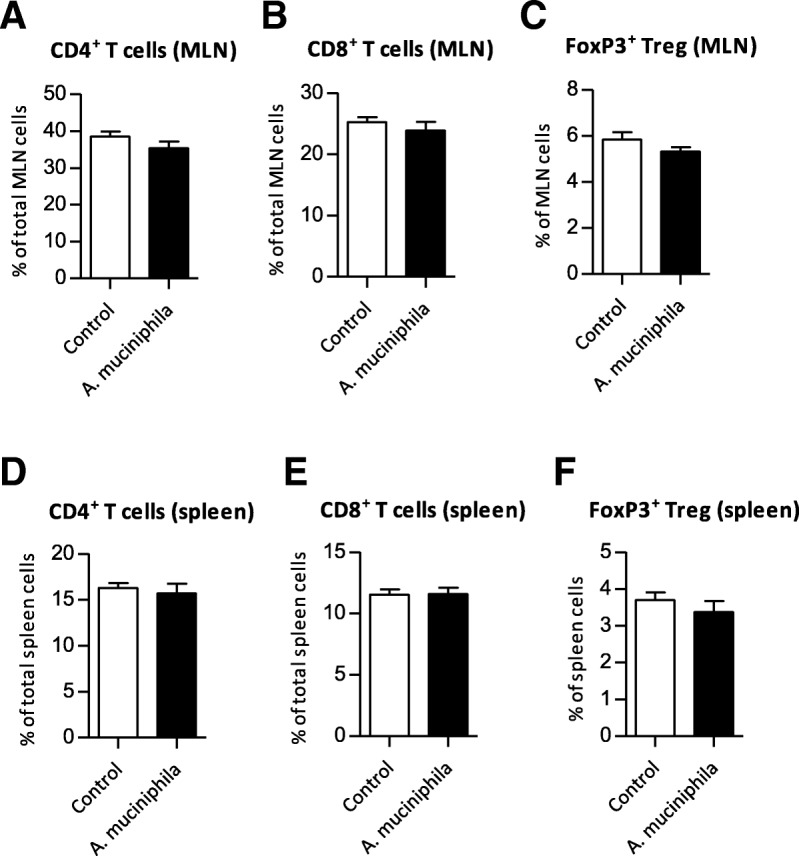
Distribution of T cells in mesenteric lymph nodes (MLN) and spleen after supplementation with *Akkermansia muciniphila*. **a** Mean frequencies of CD4^+^ T cells and (**b**) CD8^+^ T cells and (**c**) FoxP3^+^ Treg cells in MLN. **d** Mean frequencies of CD4^+^ T cells and (**e**) CD8^+^ T cells and (**f**) FoxP3^+^ Treg cells in spleen. Data represent the mean + SEM from five to six mice per group

### Decreased inflammatory cell populations in spleen and MLN after *A. muciniphila* supplementation

Next, since GSEA revealed an enrichment of pathways related to inflammatory response and immune function, we investigated whether inflammatory cell frequencies were altered after supplementation of *Ercc1*^*−/Δ7*^ mice. In spleen, the frequencies of total and Ly6C^hi^ monocytes were slightly lower in the *A. muciniphila* group and Ly6C^int^ monocytes were significantly lower (*p* = 0.01) (Fig. 8a-d). Besides, the frequency of neutrophils was also slightly lower in the supplemented mice (Fig. 8e). The same trends of these inflammatory cell populations were found in MLN, although cell frequencies were low (< 1%, data not shown). These data reveal a minor decrease in inflammatory markers in spleen and MLN after *A. muciniphila* supplementation in *Ercc1*^*−/Δ7*^mice. In addition, we assessed if we could identify any signs of immune cell infiltration by investigating H&E stained tissue. For both colon and ileum tissue, no histological signs of immune cell infiltration were observed in the control and *A. muciniphila* group (Fig. 8f).

**Fig. 8:**
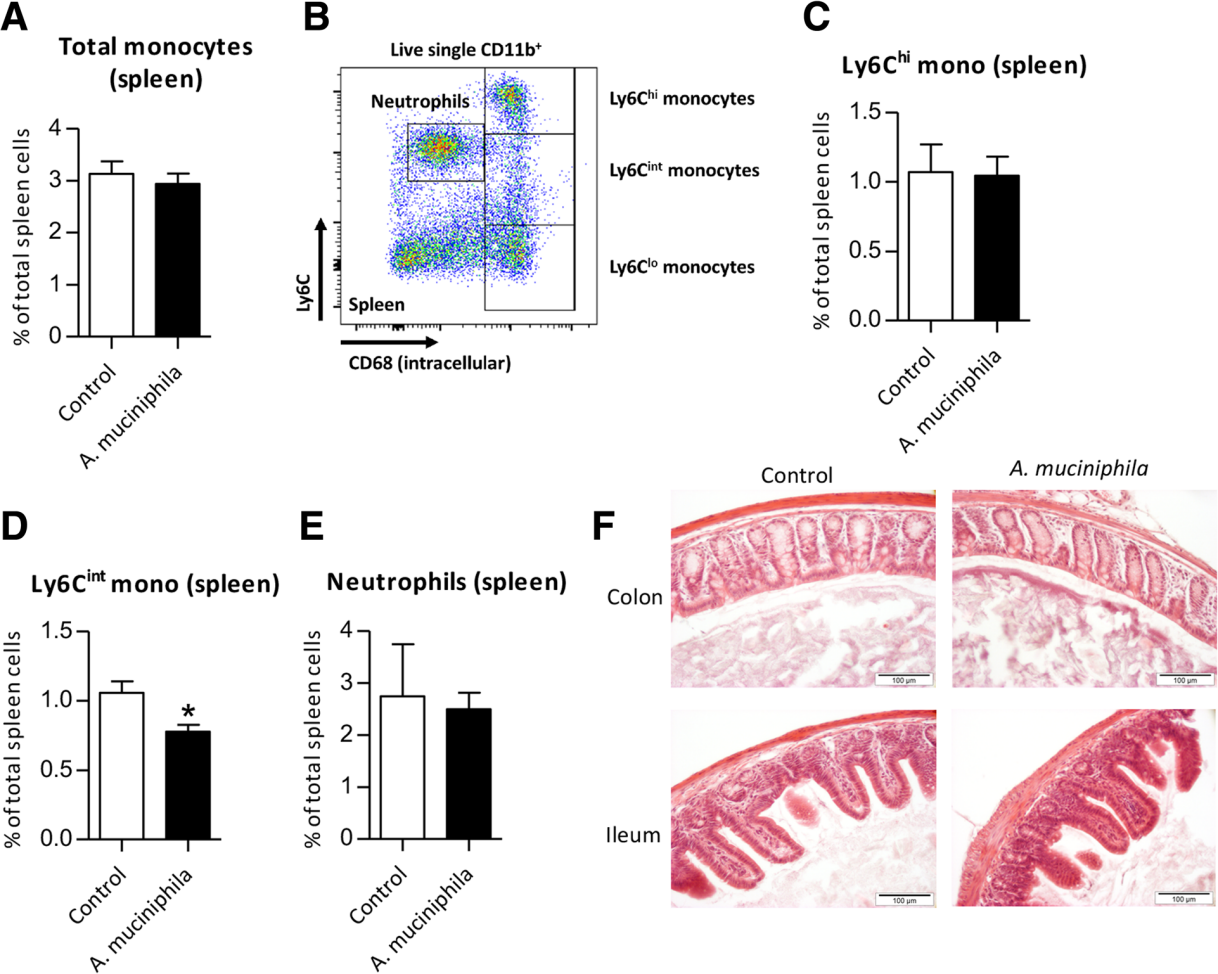
Distribution of inflammatory cell frequencies in spleen after supplementation with *Akkermansia muciniphila*. **a** Mean frequencies of total CD11b^+^CD68^+^ monocytes. **b** Flow cytometric analysis of live single CD11b^+^ Ly6C/CD68 cells, divided in Ly6C^hi^, Ly6C^int^, Ly6C^lo^ monocytes and CD68^dim^Ly6C^int/hi^ neutrophils. **c** Mean frequencies of Ly6C^hi^monocytes, (**d**) Ly6C^int^ monocytes and (**e**) neutrophils. (**f**) Representative pictures of H&E stained colon and ileum tissue of control and *A. muciniphila* supplemented mice. Data represent the mean + SEM from five to six mice per group. *p < 0.05

### Increased numbers of CD11b^+^ cells and resident macrophages in peritoneum of *Ercc1*^*−/Δ7*^ mice supplemented with *A. muciniphila*

Since we found a higher abundance of B1 cells in spleen and this cell type is generally highly enriched in the peritoneal cavity, we also investigated the distribution of immune cells in the peritoneum. Remarkably, the total number of peritoneal cells in mice supplemented with *A. muciniphila* was nearly 3-fold higher than in the control mice (*p* = 0.02) (Fig. 9a). The absolute numbers of B cells, B1 cells and T cells did not significantly differ between groups (Fig. 9b-d). We found an increase in absolute numbers of CD11b^+^ cells in the peritoneum after *A. muciniphila* supplementation (*p* = 0.004) (Fig. 9e). Investigation of CD11b^+^ cell subsets revealed that absolute numbers of neutrophils were not significantly higher after *A. muciniphila* supplementation (Fig. 9f), in contrast to resident macrophages (*p* = 0.045) (Fig. 9g, h). In addition, the expression of CD115 on resident macrophages was significantly higher in the *A. muciniphila* group compared to the control group (*p* = 0.02) (Fig. 9i), whereas no change in the expression of CD11b and SIRPα was observed (Fig. 9j, k).

**Fig. 9:**
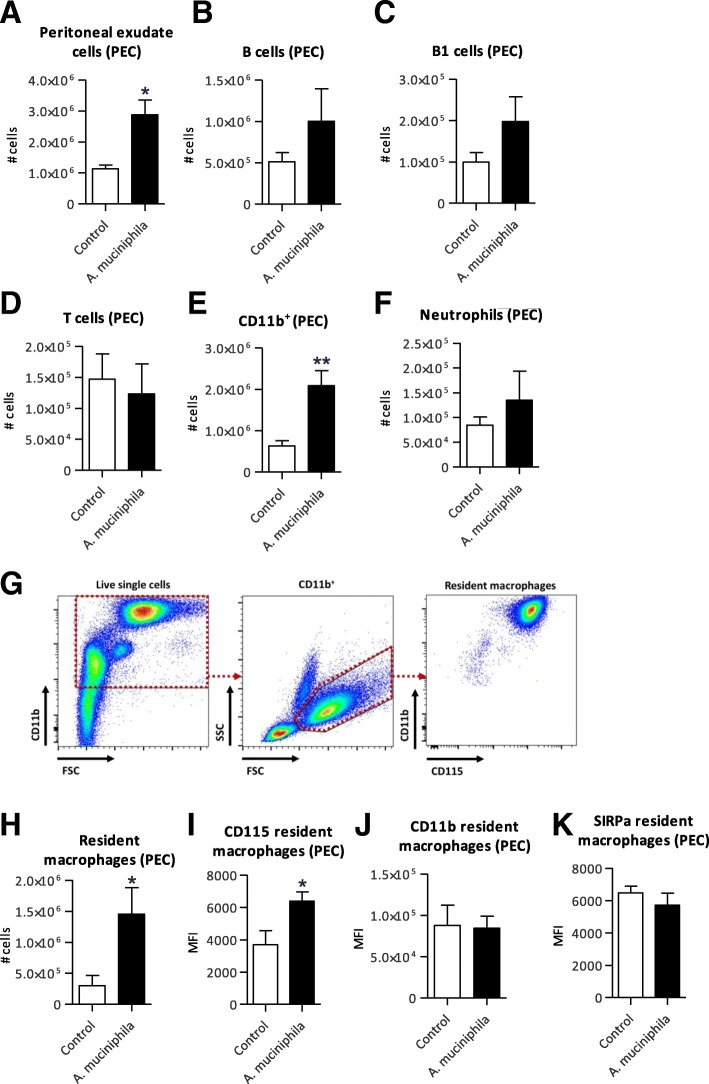
Distribution of immune cells in the peritoneum after supplementation with *Akkermansia muciniphila*. **a** Absolute number of total peritoneal exudate cells (PEC), (**b**) CD3^−^CD19^+^ B cells, (**c**) CD5^+^CD43^+^ B1 cells and (**d**) CD3^+^ T cells, (**e**) CD11b^+^ cells and (**f**) CD11b^+^Ly6G^+^ neutrophils. **g** Flow cytometric analysis of CD11b^+^ cells. **h** Absolute numbers of CD11b^+^Ly6G^−^ resident macrophages in peritoneal exudate cell suspension. **i** Median Fluorescence Intensity (MFI) of CD115 marker, (**j**) CD11b marker and (**k**) SIRPa marker expressed on resident macrophages. Data represent the mean + SEM from five to six mice per group. *p < 0.05; **p < 0.01

### *A. muciniphila* supplementation did not alter survival, body weight and organ weights of *Ercc1*^*−/Δ7*^ mice

Supplementation with *A. muciniphila* for 10 weeks did not alter survival rates as compared to the control mice (Additional file 4). Body weight of *Ercc1*^*−/Δ7*^ mice increased in the first half of life, but decreased again from 11 weeks of age onwards (Additional file  4). No pronounced differences in body weight development were found between groups. The weight of liver, spleen and thymus measured directly after sacrifice were not significantly different between control and *A. muciniphila* group (data not shown).

## Discussion

The bacterium *Akkermansia muciniphila* is suggested to be a promising microbial supplement, due to its beneficial effects on health [20, 32]. However, its effects on the decline in intestinal health during aging are not well investigated yet. In the present study, we investigated the effects of supplementation with *A. muciniphila* on different aspects of intestinal health in accelerated aging *Ercc1*^*−/Δ7*^ mice. We report that supplementation with *A. muciniphila* for 10 weeks resulted in a significantly thicker colonic mucus layer and an improvement of anti-inflammatory immune status compared to the control group.

In two recent studies, it has been shown that the colonic mucus layer decreased in aging mice, suggesting an association with bacterial penetration and immune activation [29, 33]. An aging-related decrease in mucus thickness was also observed in *Ercc1*^*−/Δ7*^ mice [29], confirming the similarity in aging phenotype in this accelerated aging mouse model compared to a mouse model with a normal aging process. We previously showed that *L. plantarum* WCFS1 increased the thickness of the colonic mucus layer in *Ercc1*^*−/Δ7*^ mice [29], but we now show that *A. muciniphila* is capable to even further thicken the mucus layer. The ability of *A. muciniphila* to increase mucus thickness was also reported before [23]. *A. muciniphila* is able to degrade mucin structures to use it as carbon and nitrogen source and is therefore called a mucus-degrader [17]. Nevertheless, the observed increased mucus layer thickness after supplementation suggests that this bacterium is able to actively turn on host colonic mucus production, a suggestion that has also been made by Derrien and colleagues [34]. Interestingly, we did not find differential expression of any genes encoding for mucins, apart from a down-regulation of *Mucl1* in colon tissue. However, expression levels of this gene were low and it is not a typical mucin that constitutes the colonic mucus layer, such as *Muc2* [35]. In our previous study, supplementation with *L. plantarum* WCFS1 did neither result in differences in mucin gene expression, while a significantly increased colonic mucus thickness was observed [29]. Possibly, supplementation with *A. muciniphila* resulted in an increased mucus thickness by impacting mucus biosynthesis processes without affecting *Muc2* expression. In order to understand the exact underlying mechanisms of the mucus turnover processes, further investigation is warranted.

Interestingly, in the ileum of *A. muciniphila* supplemented mice, GSEA revealed a down-regulation of two pathways related to N-Glycan biosynthesis and besides, two genes related to mucus biosynthesis were also down-regulated. These results imply that, besides its great impact on the colonic mucus layer, *A. muciniphila* could also have had an effect on the ileal mucus layer. We could not verify this finding by measuring the ileal mucus layer, because of its rather discontinuous appearance due to the presence of villi.

Next to the important function of the mucus layer, tight junctions (TJs) sealing the intestinal epithelial cells also play an important role in intestinal barrier function and an age-related decreased expression of TJ genes was found in baboons [36]. We and others previously showed that *A. muciniphila* improved intestinal barrier function in a Caco-2 cell model [37] as well as in mice [18, 19, 23, 38, 39]. In the present study, we found a down-regulation of *Cldn2* and *Cldn8* in the ileum of *A. muciniphila* supplemented mice. However, the intestinal barrier consists of a complex structure of multiple protein networks [40]. Therefore, it is not possible to draw any solid conclusions on the effects of *A. muciniphila* supplementation on intestinal barrier function based on gene expression data only.

Gut microbiota composition and bacterial diversity in ileum and colon were not significantly changed after supplementation with *A. muciniphila*. This result indicates that bacterial supplementation with *A. muciniphila* does not lead to a reshaped gut microbiota composition, which was also reported before [23]. Gut microbiota analysis revealed that the relative abundance of *A. muciniphila* was low in ileal and colonic content. It was previously shown that *Akkermansia* spp. was more present in colon than ileum in mono-colonised mice [39], but the low abundance in colon was remarkable. The dose of the bacterium, i.e. 2 × 10^8^ CFU for 3 times a week, was already proven effective in previous mice studies [23]. Possibly, the relatively long time between the last oral gavage and sacrifice (about 24 h) could have led to a washout of *A. muciniphila*. Though, a recent study showed that daily supplementation with 11 probiotic strains resulted in low colonization in mice which was caused by the indigenous microbiome [41]. Possibly, this finding may also explain the impeded colonization of *A. muciniphila* in our study.

Bacterial supplementation with *A. muciniphila* resulted in a down-regulation of numerous immune-related genes and pathways in colon. Notably, these included several B cell related genes, such as immunoglobulins, *Blk* and *Pilrb1*, amongst others. Moreover, GSEA revealed a down-regulation of the pathway “Intestinal immune network for IgA production”. These results imply that *A. muciniphila* supplementation may have decreased the necessity for producing IgA, i.e. exerting a mucosal protective reaction against commensal bacteria [42]. In line with these results, we found a down-regulation of both *Tlr7* and *Tlr12* in colon. However, we could not confirm this hypothesis, since IgA concentrations in colon were not measured during this study. We did investigate B cell frequencies in several immune tissues. Nevertheless, we could not find differences in B cell frequencies in MLNs, whereas B cell frequencies were increased in spleen and BM. These findings suggest that based on transcriptome analysis, *A. muciniphila* decreased B cell frequencies and CD4^+^ T cells in colon and caused a potential redistribution of B and T cells among lymphoid organs. Conversely, frequencies of total B cell subsets in BM and spleen were slightly increased after *A. muciniphila* supplementation, with no change in B cell precursor frequencies in BM. These findings may indicate that supplementation with *A. muciniphila* inhibited influx of B cells into the colon, leading to a slightly increased mature B cell pool in spleen and BM.

Furthermore, we found a decrease in inflammatory markers in colon after *A. muciniphila* supplementation. Several genes encoding for chemokines, complement factors, as well as the cytokine *Il5* were down-regulated after *A. muciniphila* supplementation. Besides, IPA identified numerous pro-inflammatory cytokines as potentially inhibited upstream regulators in colon. The anti-inflammatory properties of *A. muciniphila* are already extensively described [34]. We now add evidence that *A. muciniphila* might protect against the aging-related increase in inflammation (inflamm-aging) by decreasing the colonic expression of pro-inflammatory genes and pathways. Besides, we also identified the anti-inflammatory cytokine Tgf-beta as inhibited upstream regulator. Although we only found one anti-inflammatory cytokine, this finding may point toward a general reduction of immune activation by *A. muciniphila*. Histological analysis of the colon did not reveal any clear signs of immune infiltration in both groups. In a previous study by Derrien and colleagues, an up-regulation of immune related genes with no signs of microscopically visible inflamed tissue was also observed in mice mono-colonized with *A. muciniphila* [39]. The authors suggest that these observations were part of regulatory processes of immune tolerance toward *A. muciniphila*. However, in this study germ-free mice were used, hence any comparisons between these particular results and our results should be made with caution.

Interestingly, we found significantly lower frequencies of activated B cell subtypes and higher frequencies of more immature B cell subtypes in PP. The increased level of inactive immature B cells is in accordance with the microarray results from ileum tissue, since we also found decreased expression of numerous immunoglobulin-related genes. Besides, *Reg3b* and *Reg3g* were both down-regulated in ileum. We previously showed that *A. muciniphila* supplementation also decreased *Reg3g* expression in ileum of mice fed a high-fat diet [19]. In a recent study, an increased expression of antimicrobial genes was found in the ileum of aged C57BL/6 mice, including *Reg3b*, *Reg3g*, *Defb1* and *Retnlb*, which was suggested to be related to an increased state of epithelial distress [43]. Hence, based on our findings we suggest that supplementation with *A. muciniphila* might contribute to prevention of the age-related state of epithelial distress in ileum.

It is well-known that T cell function declines during the aging process [44]. Our previous study revealed that supplementation with *L. plantarum* WCFS1 and *L. casei* BL23 increased regulatory T cell frequencies in MLN of *Ercc1*^*−/Δ7*^ mice. However, supplementation with *A. muciniphila* did not lead to any changes in T cell distribution in MLN, spleen and PP, despite a down-regulation of the *Cd4* gene in colon and the predicted inhibition of the upstream regulator TCR. Possibly, the increased colonic mucus layer caused by *A. muciniphila* supplementation resulted in an increased protective state in the colon, thereby decreasing the production of a number of T cell attracting chemokines and subsequently leading to a decrease of CD4^+^ T cell attraction and infiltration.

In the peritoneal cavity, a highly significant increase in resident macrophages was observed after *A. muciniphila* supplementation. Peritoneal macrophages are important in the modulation of immune responses during infections and contribute to tissue homeostasis [45]. Furthermore, peritoneal resident macrophages were shown to defend against microbial invasion [46], which could explain the high presence of this cell type after supplementation with *A. muciniphila*. However, this increase in peritoneal resident macrophages was not coincided with increased frequencies of neutrophils and T cells, while these cell types are expected to be highly present during inflammation. This observation implies that supplementation with *A. muciniphila* resulted in an activated state with regard to peritoneal resident macrophages, but resulted in an anti-inflammatory rather than a pro-inflammatory response.

## Conclusions

The attention for *A. muciniphila* as a potential microbial supplement has increased and ample evidence exists emphasising the beneficial effects of this bacterium on low-grade inflammation and (cardio)metabolic disorders [16, 20, 34, 47]. In the present study, we also observed that several metabolic processes in ileum, as well as immunological processes in both ileum and colon were affected by *A. muciniphila*, but now in an aging model. Furthermore, we convincingly showed that *A. muciniphila* has a protective effect against an age-related decline in mucus thickness, which was even stronger compared to *L. plantarum* WCFS1. Aging is often accompanied by low-grade inflammation and an increased risk on metabolic syndrome [1, 48], contributing to a decreased quality of life and a considerable rise in healthcare costs [49]. Our study showed a causal relationship between *A. muciniphila* and attenuation of the aging phenotype, in terms of preventing the age-related decline in thickness of the colonic mucus layer and improving immune status. These results therefore support the therapeutic application of *A. muciniphila* in the aging population and pave the way for further studies investigating *A. muciniphila* as therapeutic intervention contributing to healthy aging. Further research should focus on the practical aspects for application in humans, such as the dosage, frequency and way of administration.

## Materials and methods

### Mice and study design

In this study, accelerated aging *Ercc1*^*−/Δ7*^ mice were used. Genotyping of this mouse model was extensively described previously by others [28–30]. In short, *Ercc1*^*−/Δ7*^ mice have an impaired DNA repair protein ERCC1, resulting in accumulation of a broad variety of DNA lesions and consequently accelerated aging. Mice were individually housed under SPF conditions, received an ad libitum purified diet (formula D12450B, Research Diets, Additional file 5a) and had ad libitum access to water supplied by water bottles with long nozzles. Mice were supplemented with *Akkermansia muciniphila* Muc^T^ (ATTC BAA-835) by oral gavage at a dose of 2 × 10^8^ CFU/200 μL, three times a week, for a total of 10 weeks. Oral gavages were given in the morning. The control group simultaneously received oral gavages containing the same volume of PBS. A third *Ercc1*^*−/Δ7*^ mice group was included that received the same dose of *Lactobacillus plantarum* WCFS1. These mice were only used for histological purposes. Growing procedures of the bacterial cultures was extensively described previously [29]. A number of 18 mice per group (both male and female) was included and lifespan of these mice was assessed. After 10 weeks, when the mice were 16 weeks old, a number of 5–6 female mice were sacrificed. Colonic and ileal content, as well as distal ileum and proximal colon sections, were collected and snap-frozen in liquid nitrogen. A piece of ileal and colonic tissue was fixed in Carnoy’s solution for histological purposes. Spleen, mesenteric lymph nodes, Peyer’s patches, bone marrow and peritoneal exudate cells were isolated for immunological measurements.

### Histology

After paraffin embedding, Carnoy-fixed distal ileum and proximal colon tissue were sliced in 5 μM sections on poly-l-lysine coated glass slides (Thermo Scientific, Germany). Slides were dewaxed, dehydrated and stained with hematoxylin and eosin (H&E) and PAS/Alcian blue. The thickness of the colonic mucus layer was measured using ImageJ software (NIH, MD, USA). For comparison of the mucus layer thickness, we included an extra mouse group that received *Lactobacillus plantarum* WCFS1.

### Microbiota composition analysis

DNA was isolated from ileal and colonic content using a modified repeated bead beating method [50]. Microbiota composition was assessed using 16S rRNA sequencing on the MiSeq platform (Illumina, San Diego, CA, USA). Next, the NG-Tax pipeline was used for barcode-primer filtering, de-multiplexing, OTU picking and taxonomic classification [51]. The generated biom-files were used for summarizing the microbiological data, i.e. alpha-diversity and beta-diversity, using the R-packages microbiome [52] and phyloseq [53].

### RNA isolation

RNA was isolated from distal ileum and proximal colon tissue (*n* = 5–6 mice/group) using TRIzol reagent (Invitrogen, Breda, The Netherlands). Purification of the isolated RNA was performed using the RNeasy Mini kit (Qiagen, Venlo, The Netherlands). After measurement of the total RNA yield (Nanodrop, ND-1000, Nanodrop Products, Maarssen, The Netherlands), RNA integrity was assessed (Agilent 2100 Bioanalyzer, Agilent Technologies, Amsterdam, The Netherlands) and only RNAs were included with a RNA integrity number (RIN) above 8.0.

### Microarray analysis

Microarray analysis was performed as described previously [54]. Differences in gene expression between the control and *A. muciniphila* supplemented mice groups were assessed using the Intensity Based Moderated T statistics (IBMT) method, with *p*-values < 0.05 and fold changes <− 1.2 or > 1.2. Microarray data has been submitted to the NCBI Gene Expression Omnibus (GEO) (GSE126730). Gene Set Enrichment Analysis (GSEA) was used to identify significantly enriched pathways [55]. Only pathways with a False Discovery Rate (FDR) < 0.2 were taken into consideration. Ingenuity pathway analysis (IPA) was used for the identification of upstream regulators [56].

### cDNA synthesis and real-time quantitative PCR

Real-time quantitative PCR (qPCR) was used to validate the expression profiles of a selection of differentially expressed genes identified in the microarray analysis. For both colon and ileum samples, complementary DNA (cDNA) was synthesized from 1000 ng of total RNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo-Fisher Scientific, Landsmeer, The Netherlands) following the manufacturer’s protocol. The following thermal cycling conditions were used: 5 min at 25 °C, 60 min at 37 °C and 5 min at 70 °C. Primer sequences were obtained at the online PrimerBank database (Additional file 5b) [57]. qPCR was performed with a CFX384 thermal cycler (Bio-Rad Laboratories, Veenendaal, the Netherlands) using the SensiMix SYBR No-ROX kit (Bioline, Alphen aan den Rijn, The Netherlands). The housekeeping gene 36B4 was used for normalization.

### Fluorescence-activated cell sorting (FACS) analysis

Spleen, mesenteric lymph nodes, Peyer’s patches, bone marrow and peritoneal exudate cells were all subject to FACS analysis, similar as previously reported [29]. In brief, femurs, tibias, ileac crests, forelegs, and sternum were harvested and crushed with mortar and pestle. Singe-cell suspensions from each organ were prepared by passing cells through a 40-μm cell strainer with a syringe. First, cells were stained for extracellular markers. Fixable live/dead eFluor506 stain (Ebioscience, San Diego, USA) was used to exclude dead cells. Cells were fixed and permeabilized with Fix/Perm buffer (Ebioscience) to stain for intracellular markers. All antibodies used for flow cytometry are enlisted in Additional file 5c. A Canto II flow cytometer was used (BD Biosciences, Erembodegem, Belgium) and data analysis was performed using FlowJo vX.07 software (Tree Star Inc., USA).

### Statistical analysis

The Kolmogorov-Smirnov test was used to test if data were normally distributed and appropriate non-parametric statistical tests were used when data were not normally distributed. With regard to the survival analysis, the log-rank (Mantel-Cox) test was used. To test differences between the control and supplemented group, a student t-test or Mann-Whitney U test was performed. With regard to the differences in mucus thickness, a Kruskal-Wallis test with Dunn’s multiple comparisons test was performed, since three mouse groups were involved. Unless otherwise stated, *p*-value levels of *p* < 0.05 were considered as statistically significant.

## Additional files

Additional file 1: Gene expression profiles (Microarray analysis) of colon and ileum. Only genes that were statistically significantly different (*p* < 0.05) and had a fold change (FC) < − 1.2 or > 1.2 between groups are included.

Additional file 2: Gene set enrichment analysis (GSEA) results of ileum and colon. Only significantly enriched pathways (FDR < 0.2) are included.

Additional file 3: Relative gene expression of (A) Regenerating islet-derived 3 beta (*Reg3b*), (B) Regenerating islet-derived 3 gamma (*Reg3g*), (C) Claudin 2 (*Cldn2*), (D) Claudin 8 (*Cldn8*), (E) Catenin (cadherin associated protein), alpha 3 (*Ctnna3*) and (F) ST6 (alpha-N-acetyl-neuraminyl-2,3-beta-galactosyl-1,3)-N-acetylgalactosaminide alpha-2,6-sialyltransferase 6 (*St6galnac6*) in ileum. (G) Relative expression of C-X-C motif chemokine ligand 13 (*Cxcl13*), (H) B lymphoid kinase (*Blk*), (I) Cluster of differentiation 4 (*Cd4*), (J) Cluster of differentiation 72 (*Cd72*), (K) Toll-like receptor 7 (*Tlr7*), (L) Toll-like receptor 12 (*Tlr12*) in colon.

Additional file 4: Survival rates and body weight of *Ercc1*^*−/Δ7*^ mice. (A) Percent survival of all mice. These data include 12–13 mice per group with an additional 5–6 per group censored at 16 weeks. (B) Percentage survival of only male mice (*n* = 8–10/group) and (C) female mice (*n* = 8–10/group). (D) Body weight in grams measured weekly in all mice (*n* = 18 mice per group), (E) male mice (n = 8–10/group) and (F) female mice (n = 8–10/group). NB: A number of 5–6 female mice was sacrificed at 16 weeks.

Additional file 5: (A) Table with diet composition. (B) Table with primer sequences used for qPCR. (C) Table with a list of antibodies used in flow cytometry.

## Abbreviations

BM: Bone marrow
CFU: Colony-forming unit
*Ercc1*^*-/Δ7*^ mice: mice with defective nucleotide excision repair gene Ercc1
FACS: Fluorescence-activated cell sorting
FC: Fold change
FDR: False discovery rate
GSEA: Gene set enrichment analysis
H&E: Hematoxylin and eosin
IBMT: Intensity based moderated T statistics
IPA: Ingenuity pathway analysis
MLN: Mesenteric lymph node
PAS: Periodic acid-Schiff
PCoA: Principal coordinates analysis
PP: Peyer’s patch
qPCR: Quantitative polymerase chain reaction
SPF: Specific pathogen-free
TJ: Tight junction

# Supplementary material for: Akkermansia muciniphila ameliorates the age-related decline in colonic mucus thickness and attenuates immune activation in accelerated aging Ercc1−/Δ7 mice
**Source:** Immun Ageing. 2019 Mar 8;16:6. doi: 10.1186/s12979-019-0145-z
**Supplement:** Supplementary file 5 — (A) Table with diet composition. (B) Table with primer sequences used for qPCR. (C) Table with a list of antibodies used in flow cytometry.

**Additional file 5A** Composition of the D12450B purified diet.

| **Based on formula # D12450B** |  | |
| --- | --- | --- |
|  | **gm%** | ***kcal%*** |
| Protein | 19 | *20* |
| Carbohydrate | 67 | *69* |
| Fat | 4 | *10* |
| Other | 10 | *1* |
| Total | 100 | *100* |
| kcal/gm | 3.8 |  |
|  |  |  |
| **Ingredient** | **gm** | ***kcal*** |
| Casein, lactic | 200 | *800* |
| L-Cystine | 3 | *12* |
|  |  |  |
| Corn Starch | 427.2 | *1709* |
| Maltodextrin | 100 | *400* |
| Sucrose | 172.8 | *691* |
|  |  |  |
| Cellulose, BW200 | 50 | *0* |
|  |  |  |
| Soybean oil | 25 | *225* |
| Palm oil | 20 | *180* |
|  |  |  |
| Mineral Mix S10026* | 10 | *0* |
| DiCalcium Phosphate | 13 | *0* |
| Calcium Carbonate | 5.5 | *0* |
| Potassium Citrate, 1 H2O | 16.5 | *0* |
|  |  |  |
| Vitamin Mix V10001* | 10 | *40* |
| Choline chloride | 2 | *0* |
|  |  |  |
| **Total** | **1055** | ***4057*** |

**Additional file 5B** List of all primer sequences that were used for qPCR.

| **Gene Name** | **Forward primer (5’ → 3’)** | **Reverse primer (5’ → 3’)** |
| --- | --- | --- |
| *Reg3b* | ACTCCCTGAAGAATATACCCTCC | CGCTATTGAGCACAGATACGAG |
| *Reg3g* | AGGCCCTCAGGACATCTTGT | ATAGCCCAGTGTCGGGTCAT |
| *Cldn2* | CAACTGGTGGGCTACATCCTA | CCCTTGGAAAAGCCAACCG |
| *Cldn8* | GCAACCTACGCTCTTCAAATGG | TTCCCAGCGGTTCTCAAACAC |
| *Ctnna3* | AAGAATGGCCGAGTCAAGGAA | GCAGCATTTATGATCTGTGGACA |
| *St6galnac6* | AACAGTGCCAACGAGGTCTTC | CTTGTTGCCGAGGATAGGGAA |
| *Cxcl13* | GGCCACGGTATTCTGGAAGC | GGGCGTAACTTGAATCCGATCTA |
| *Blk* | GAGGCAGGTCAGTGAGAAGG | GTCCTGGTTAGGAGATGGTGG |
| *Cd4* | TCCTAGCTGTCACTCAAGGGA | TCAGAGAACTTCCAGGTGAAGA |
| *Cd72* | GCTCAGGGAGAAGATAAGTCAGC | GCGTCCTCGTGAGTCCTCT |
| *Tlr7* | CACCACCAATCTTACCCTTACC | CAGATGGTTCAGCCTACGGAA |
| *Tlr12* | TTGGAAGTTGTACCTCGGACT | GAAGTTGGGTAAGGTGCAGAC |
| *36B4* | ATGGGTACAAGCGCGTCCTG | GCCTTGACCTTTTCAGTAAG |

**Additional file 5C** List of all antibodies used in flow cytometry.

| Target | Format | Clone | Company |
| --- | --- | --- | --- |
| CD2 | PE | RM2-5 | BD |
| CD3e | PerCP-Cy5.5 | 145-2C11 | Ebioscience |
| CD4 | APC-H7 | GK1.5 | BD |
| CD5 | APC | 53-7.3 | BD |
| CD8a | PerCP-Cy5.5 | 53-6.7 | BD |
| CD11b | APC-Cy7  BV421  PE-Cy7  PerCP-Cy5.5 | M1/70 | BD  BD  Ebioscience  Ebioscience |
| CD16/32 | Purified | 2.4G2 | BD |
| CD19 | APC-eFluor780  PerCP-Cy5.5 | 1D3 | Ebioscience |
| CD43 | PE | S11 | BioLegend |
| CD45R/B220 | BV421 | RA3-6B2 | BD |
| CD68 | FITC | FA-11 | BioLegend |
| CD80 | BV421 | 16-10A1 | BD |
| CD115 | PE | AFS98 | Ebioscience |
| CD172a/SIRPα | APC | P84 | Ebioscience |
| CD273/PDL2 | PE | TY25 | BD |
| FoxP3 | PE | FJK-16s | Ebioscience |
| IgD | PE-Cy7 | 11-26c | Ebioscience |
| Igκ | FITC | 187.1 | BD |
| Igλ | FITC | R26-46 | BD |
| IgM | APC | II/41 | Ebioscience |
| Ly6C | AF488  PerCP-Cy5.5 | ER-MP20  HK1.4 | AbD Serotec  Ebioscience |
| Ly6G | PE-Cy7 | 1A8 | BD |

How the deposited data were processed for this re-analysis (not part of the article)

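RNA from distal ileum and proximal colon of 11 female Ercc1−/Δ7 mice, 5 given vehicle and 6 given A. muciniphila, was hybridized to whole-transcript mouse arrays, 1 array per mouse and tissue (22 arrays). The values deposited by the authors are log2 intensities after RMA (background correction, normalization and summary into probe sets), named in the submitters' processing notes without a version, and lie between 0.865 and 13.3. The paper names IBMT for the tests, with an unadjusted p under 0.05 and a fold above 1.2, and GSEA with a false discovery rate under 0.2. Arrays have no read depth, so precision is given by the spread between mice.

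All 41345 probe sets entered each fit. A gene was named only from a probe set that lists that gene alone: 23521 probe sets list 1 gene (22180 genes), 1814 list several and 16010 list none. Where a gene had several probe sets, the brightest stood for it in the lists and the others are given beside it. Mapping of arrays to groups, tissues and mice came from the sample labels. The tissue markers contradicted the tissue labels in 22 of 22 arrays, and the labels were kept, with arrays called labelled ileum or labelled colon in the text.

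From the deposited values, group means, SD and log2 changes were computed in R 4.3.3. The main test was IBMT on limma 3.58.1 linear models (loess span 0.3 for the trend of the variance with intensity, prior degrees of freedom 3.47 and 3.48), fitted to each labelled tissue apart, with Benjamini-Hochberg adjustment over all probe sets. Each named gene was also tested with an exact permutation over all arrangements of 5 and 6 mice. The genes named were those the paper names, genes taken from the 10 highest and 10 lowest single-gene changes past the threshold among probe sets brighter than the tissue's median, leaving out predicted, receptor and small RNA names, up to 5 immunoglobulin segments past it with the largest changes, and examples from the gene lists, some of them not past it. Gene lists were 50 written by hand for the gut, its cell types and the treatment, and 39 Reactome sets, all fixed before the data were examined but after reading the paper, as were the alternatives named below except the 3 given as added. Of these lists, 89 were tested in each labelled tissue with camera (preset correlation 0.01), and again with an estimated correlation, with fry and with pre-ranked GSEA (fgsea 1.28.0). The difference of the effect between the labelled tissues was fitted over all 22 arrays with mouse as a random block (duplicateCorrelation, statmod 1.5.0, consensus correlation 0.0121).

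The scripts were tested on simulated data with 100 genes changed at each of 2 fold sizes. The changed genes were drawn from probe sets brighter than the median, and the noise was normal and independent between probe sets. Recovery of dim genes, or with correlated noise, was therefore not measured. At the paper's threshold 91 of 100 genes changed 1.5-fold and 99 of 100 changed 2-fold were recovered in either labelled tissue, 0 in the wrong direction, and 5.02% (labelled ileum) and 5.06% (labelled colon) of unchanged probe sets had an unadjusted p under 0.05. Of the unchanged probe sets 1304 (labelled ileum) and 1290 (labelled colon) passed the paper's threshold. In the real arrays 1148 and 1843 probe sets passed it. After adjustment 60 and 85 of 100 were recovered with the arrays labelled ileum and 62 and 90 with those labelled colon.

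Alternatives tried were limma with and without a trend, Student's t-test, leaving out the dimmest 25% or 50% of probe sets, repeated quantile normalization, median centring, array weights, a fit over all 4 groups, probe sets with 1 gene only, no fold threshold, each array left out in turn, and replicate number as a block (for which see the sensitivity paragraph). The fit over all 4 groups pools the spread of both labelled tissues, so a call in 1 set can be lost through the spread of the other. Added after seeing the data were leaving out A. muciniphila replicates 2, 4 and 6 of the arrays labelled colon, the mean of the upper small intestine markers as a covariate there, and the mean of the B cell markers as a covariate in the arrays labelled ileum. Background correction could not be changed from normalized values and was not varied. Mucl1 and Cd72 were left out because their probe sets list a further gene, and the paper's upstream regulator analysis, qPCR, histology, microbiota and flow cytometry are not analysed here.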

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

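The tests of where along the gut the pieces came from were chosen after the markers were seen, and only that on the number of genes past the threshold, with those on follicle tissue and immune cell types and the splits of the mice, had its expectation written before its value.

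In the arrays labelled colon, which carried ileum markers, genes of the upper small intestine were higher and genes of the distal gut lower with A. muciniphila (list medians 0.37 for upper small intestine markers and −0.17 for distal ileum markers). Pancreatic tissue brought along is argued against, since the pancreatic acinar list had a median change of 0.0864. Pieces taken nearer the stomach in A. muciniphila replicates 2, 4 and 6 could be the source of the fold changes or of the number of genes: without them 1802 probe sets passed the threshold, where the other ways to leave out 3 of the 6 arrays gave 1764 to 3327, and the median share of the fold changes kept was 86.8% (84.3% to 115.7% in the others), which leaves both open. Of the 1843 probe sets past the threshold 749 kept their call without these 3 arrays, the fewest of the 20 ways (783 to 1221 in the others). A shift in every mouse is not settled either. The marker mean of replicates 1, 3 and 5 was 7.89 (7.74 to 8.02 singly) against 7.53 to 7.86 in the controls. Above all controls lay 5 of the 6 mice given A. muciniphila, so not each mouse stood apart. The number of probe sets past the threshold (1843) was reached by 3 of 100 splits with the real one counted (highest other split 1972). That is under a 5% bound uncorrected for the 5 counts tested this way, which weighs against chance without excluding it. Chance cannot be excluded for the number of lists either (23, reached by 25, highest other 34).

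The paper's immune genes were lower with A. muciniphila in the arrays labelled ileum, which carried colon markers. The paper picked them from these same samples for being lower, so their number is no independent evidence. With the B cell marker mean as a covariate 7 of the 10 genes stayed past the threshold (6 of 9 without Blk, itself one of those markers). That is more than the expectation for less follicle tissue in the pieces had allowed, while Cxcl13 went from −0.70 ± 0.23 to −0.39 ± 0.16. The B cell marker level alone thus did not account for these calls. It measures follicle tissue only indirectly, and the genes were picked for being lower, so less follicle tissue is not excluded. Of the 3 that lost their calls, C1ra went from −0.35 ± 0.14 to −0.22 ± 0.14, and C5ar1 (−0.31 ± 0.14 to −0.28 ± 0.16) and Tlr12 (−0.32 ± 0.13 to −0.29 ± 0.15) kept about the same change with a wider error. A lower share of all immune cells alike stays open too, since the cell type that differed most from the B cell change did so by 1.10 standard errors. An effect of A. muciniphila on these genes likewise stays open as a hypothesis. Chance cannot be excluded for the number of probe sets past the threshold (1148, reached by 80 of 100 splits, highest other 1986) or of lists (33, reached by 17, highest other 47).

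Single arrays that stood apart from their group by Dixon's ratio were 7 in 158 groups checked, and chance gives about 1 in 20 groups. They were, among the arrays labelled ileum, Pilrb1 in control replicate 1 (highest, Dixon ratio 0.851) and, lowest in A. muciniphila replicate 6, Reg3b (0.741), Cldn2 (0.672), the distal ileum markers (0.828) and the posterior Hox genes (0.670). Among those labelled colon they were Cxcl13 in control replicate 4 (highest, 0.760) and C5ar1 in A. muciniphila replicate 4 (highest, 0.655).

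The effect differed between the sets of arrays, labelled colon minus labelled ileum, by 3.31 for Lct, 2.32 for Plb1, 1.82 for Slc5a4b, 1.81 for Asah2, 1.75 for Gata4, −1.43 for Tat and −1.20 for Cyp2c55, and by 0.84 for Pilrb1, 0.83 for Socs3, 0.80 for Ccl12, 0.67 for Igfbp2 and −0.46 for Krtap5-1, when adjusted over the named genes alone. These genes were picked for their change in 1 of the sets, so that adjustment is no test of how many differ, and over all probe sets their adjusted p were 0.584 to 0.747. At camera's preset correlation 23 lists differed (adjusted p up to 0.0485), and 0 of them at an estimated correlation (adjusted p 0.349 to 0.707): those of cholesterol synthesis (−0.24), fatty acid synthesis (−0.12), N-glycan precursor synthesis (−0.0609), goblet cell secretion (−0.13), other Paneth cell markers (−0.31), fat digestion (0.11), upper small intestine markers (0.24), proliferation (0.12), MHC class II (0.23), interferon response (0.24), cytokines (0.0808), the IgA network (0.13), B cell markers (0.69) and follicular stroma (0.59). Reactome sets that differed were cholesterol biosynthesis (−0.21), recycling of bile acids (−0.19), activation by SREBF (−0.13), interferon gamma signaling (0.10), interferon signaling (0.0650), DNA strand elongation (0.0850), cytokine signaling (0.0605), mitotic prometaphase (0.0373) and sister chromatid cohesion (0.0373). Chance cannot be excluded for the number of probe sets that differed (2262 at an unadjusted p under 0.05, 0 after adjustment with limma, 24 of 100 splits as many, highest other 2888). Lists that the paper's text does not discuss and that passed camera included, in the arrays labelled ileum, extracellular matrix and fibroblasts (median −0.13), other Paneth cell markers (0.20), follicular stroma (−0.29) and macrophages (−0.18), and in those labelled colon fat digestion (0.17), beta-oxidation (−0.0676), upper small intestine markers (0.37), distal ileum markers (−0.17), macrophages (−0.10), brush border (0.0913) and enteroendocrine cells (−0.0909). Their camera adjusted p were 2.0e-10 to 0.0304, and with an estimated correlation none passed (adjusted p 0.370 to 0.544). Calls were lost for other Paneth cell markers without control replicate 1 (0.432) or A. muciniphila replicate 1 (0.0593), 2 (0.0622), 4 (0.0867) or 6 (0.133), for follicular stroma without control replicate 1 (0.126) or A. muciniphila replicate 6 (0.0529), for beta-oxidation without A. muciniphila replicate 4 (0.120) and for macrophages of the arrays labelled colon without A. muciniphila replicate 5 (0.0550).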

How the results depend on the processing

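No setting gave a probe set with an adjusted p under 0.05 in either labelled tissue (unadjusted counts 1620 and 2879 with IBMT). Counts at the paper's threshold moved by over 1.5 times with the dimmest 50% of probe sets left out (191 higher and 209 lower in the arrays labelled ileum, 457 and 474 in those labelled colon), with single-gene probe sets only (205 and 252, 513 and 423) and, in the arrays labelled colon, with no fold threshold (1406 and 1473). Counted as genes, the 176 higher and 224 lower of the arrays labelled ileum moved with the dimmest 25% (101 higher) or 50% (32 and 80) left out and with no fold threshold (314 and 379), and the 445 and 366 of those labelled colon with the dimmest 50% left out (238 and 219) and with no fold threshold (781 and 751). Leaving out 1 array gave 615 to 721 higher and 552 to 687 lower in the arrays labelled ileum, and 797 to 1105 and 817 to 1101 in those labelled colon. Replicates of 1 number share only that number: the correlation of same-numbered pairs ran from −0.08 to 0.05 in the arrays labelled ileum and from −0.06 to 0.13 in those labelled colon, so the block has no pairing to use, and with it 759 and 777, or 913 and 948, probe sets passed. Changes reversed with the upper small intestine marker mean as covariate, chosen after seeing the data, for Cldn2 (0.0743), Dnase1 (−0.28), Slc23a1 (−0.34), Hoxb9 (0.18), Hoxb6 (0.38) and Slc10a2 (0.16), and the lists of MHC class I (camera adjusted p = 0.245), brush border (0.899), extracellular matrix and fibroblasts (0.848), Reactome class I loading (0.812) and ECM proteoglycans (0.446). Without A. muciniphila replicates 2, 4 and 6, chosen likewise, Hoxb6 (0.0101), the MHC class I list (0.595) and ECM proteoglycans (0.813) reversed. Among the arrays labelled ileum the list of MHC class II (0.980) reversed with the B cell mean as covariate, also chosen afterwards, as did that of B cells (0.766), which tests nothing since the covariate is its own mean, and interferon response (0.0542) without control replicate 5, whose value ran from 2.0e-04 without control replicate 3 to 0.407 without A. muciniphila replicate 6. Of the lists past camera, 0 of 33 and 0 of 23 passed with an estimated correlation or with fry, and 33 and 23 with pre-ranked GSEA. With the B cell mean as covariate 21 of the 33 passed, and of the 23 in the arrays labelled colon 14 without A. muciniphila replicates 2, 4 and 6 and 5 with the upper small intestine marker mean as covariate.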

Differences from the paper's values

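The paper's values are set first against the arrays that carry the same label, and then against those that carry the tissue's markers. A count, for which no error exists, is taken as near the paper's where neither is over 1.5 times the other. A fold change is called within error where it has the paper's sign and the log2 values lie within 1 SE. The paper's values come from these same samples. The SE, a spread between mice, is thus a yardstick here and not the error of the difference. Of ileum the paper gives 425 higher, 370 lower and 795 genes in all, and the arrays labelled ileum gave 176, 224 and 400. Of the alternatives set before the data were examined, those near the paper's number were, for higher, no fold threshold (314), for lower, replicate block (289), single-gene probe sets (250), no fold threshold (379), and leaving out control replicate 3 (256), 4 (257) or 5 (252) or A. muciniphila replicate 1 (265), 2 (253), 3 (250) or 6 (295), and for the total, replicate block (534), no fold threshold (693) and leaving out A. muciniphila replicate 6 (539). The others were not. Of colon the paper gives 225 higher, 202 lower and 427 in all, and the arrays labelled colon gave 445, 366 and 811. Near it were, for higher, the dimmest 50% left out (238), for lower, Student's t-test (270), the dimmest 25% (301) or 50% (219) left out, replicate block (292), and leaving out A. muciniphila replicate 2 (273) or 6 (287), and for the total, Student's t-test (614) and the dimmest 50% left out (457).

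Against the arrays with the same label, the fold changes of the paper's ileum genes were, the paper's first, −1.451 and 1.066 for Reg3b, −1.415 and 1.177 for Cldn2, −1.619 and −1.083 for Cldn8, −1.225 and −1.004 for Ctnna3, and −1.428 and −1.018 for St6galnac6, while Reg3g was within error (−1.478 and −1.357). Reg3b is counted here for its sign alone, since its log2 difference of 0.63 is under its SE of 0.88. Alternatives set beforehand and within error of the paper's value were, for Reg3b, leaving out control replicate 1 (−1.125) or 3 (−1.225) or A. muciniphila replicate 1 (−1.086), 2 (−1.088), 3 (−1.097) or 4 (−1.061), for Ctnna3, leaving out A. muciniphila replicate 6 (−1.112), and none for Cldn2, Cldn8 and St6galnac6. The fold changes of the paper's colon genes, the paper's first and then the arrays labelled colon, were −1.629 and 1.129 for Cxcl13, −1.445 and 1.026 for Ccl12, −1.263 and −1.057 for Il5, −1.242 and 1.037 for C1ra, −1.235 and 1.139 for C5ar1, −1.529 and 1.078 for Pilrb1, −1.571 and 1.338 for Blk, −1.458 and −1.120 for Cd4, −1.332 and −1.150 for Tlr7, and −1.248 and −1.048 for Tlr12. Only Tlr7 had such an alternative within error of the paper's value, leaving out control replicate 4 (−1.208), and the other 9 genes had none.

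Against the arrays that carry the tissue's markers, the counts were within 1.5 times of the paper's (400 genes in the arrays labelled ileum beside the paper's 427 for colon, 811 in those labelled colon beside the paper's 795 for ileum), and the fold changes of the genes named above were within error except 1. For St6galnac6 the paper gives −1.428 in ileum and the arrays labelled colon gave −1.297, and leaving out control replicate 2 (−1.343) or A. muciniphila replicate 3 (−1.343) brought it within error, while the other alternatives set beforehand did not. Of the 427 colon genes in the paper's table, 307 matched a single-gene probe set, and 291 (94.8%) had the paper's direction in the arrays labelled ileum against 160 (52.1%) in those labelled colon. Of the 795 ileum genes 651 matched, and 642 (98.6%) had the paper's direction in the arrays labelled colon against 340 (52.2%) in those labelled ileum.

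The paper counts Ctnna3 among the genes lowered in ileum and also measured it by qPCR, which is not analysed here. On the arrays Ctnna3 passed the threshold in neither set and in no setting that was run. Its fold change in the arrays labelled colon, which carried ileum markers, was −1.170 beside the paper's −1.225, within error. The paper says that immunoglobulin genes dominate the lower genes of both tissues, and in its own table they are 26 of 202 in colon and 10 of 370 in ileum. Those are shares by number, counted from gene symbols. By size of change, immunoglobulin segments included the largest falls in both sets of arrays.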

Other observations

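The tests of the tissue labels were chosen after the markers were seen, and the expectation for antibody segments within mice was written before its value.

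In the arrays labelled colon, which carried ileum markers, 7 of 24 genes of fat digestion and absorption were higher with A. muciniphila, among them Apoa4, an apolipoprotein of chylomicrons (log2 change 0.97 ± 0.25, exact permutation p = 0.0130, above all controls in 6 of 6 mice), Npc1l1, the cholesterol transporter (0.37 ± 0.10, exact p = 0.0108, 6 of 6), and Mttp, which loads lipid onto apolipoprotein B (0.27 ± 0.12, exact p = 0.115). Of 17 brush border genes 5 were higher, such as Mme (0.36 ± 0.12, exact p = 0.0173) and the peptide transporter Slc15a1 (0.50 ± 0.16, exact p = 0.0238). Of 17 enteroendocrine genes 4 were lower, among them Gcg, the precursor of GLP-1 (−0.40 ± 0.15, exact p = 0.0411), Pyy (−0.38 ± 0.11, exact p = 0.0108) and Sct (−0.31 ± 0.11, exact p = 0.0346), and Nr1h4, the bile acid receptor, fell by 0.59 ± 0.19 (exact p = 0.0325). Pigr, which carries IgA across the epithelium, fell by 0.29 ± 0.08 (exact p = 0.0195). The numbers past the threshold were 4 and 3 without control replicate 4 or A. muciniphila replicate 2 or 6, that for fat digestion 4 without control replicate 3, and the enteroendocrine number 2 without A. muciniphila replicate 2. Adjusted camera p were 2.0e-10 for fat digestion, 3.9e-04 for brush border and 0.00475 for enteroendocrine cells, and with an estimated correlation the adjusted p were 0.370, 0.480 and 0.370. With the upper small intestine marker mean as covariate, chosen after seeing the data and holding Apoa4 and Npc1l1 itself, they were 0.986, 0.899 and 0.129.

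The lists of connective tissue and of macrophages passed camera as lower in the arrays labelled ileum, which carried colon markers, though few of their genes passed and the list means did not (exact permutation p = 0.102 and 0.251). Of 23 extracellular matrix and fibroblast genes 21 had negative changes, and Vcan, a proteoglycan of loose matrix, was the 1 past the threshold (−0.27 ± 0.10, exact permutation p = 0.0455). Of 18 macrophage and monocyte markers 17 had negative changes and 0 passed with IBMT or limma (0 at an unadjusted p under 0.05), with Adgre1, the F4/80 antigen, at −0.26 ± 0.19 (exact p = 0.242). In the follicular stroma list Vcam1, an adhesion molecule for lymphocytes, fell by 0.32 ± 0.12 (exact p = 0.0433). Adjusted camera p were 1.6e-06 for matrix and fibroblasts, 1.7e-04 for macrophages and 0.00538 for follicular stroma (0.126 without control replicate 1 and 0.0529 without A. muciniphila replicate 6), and with an estimated correlation the adjusted p were 0.442, 0.544 and 0.442.

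Arrays labelled ileum carried colon markers and arrays labelled colon ileum markers. Exchanged tissue labels may account for this, since 22 of 22 arrays lay on the other tissue's side. Treatment labels exchanged between the paper's analysis and the deposited labels are argued against. The paper's fold changes and those of the arrays with that tissue's markers correlated at 0.858 for colon and 0.939 for ileum across genes, with the same sign. The paper's values come from these same samples, so an exchange made before its analysis would not show here.

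Antibody segments differed between mice in a way shared by the 2 tissues. The changes in immunoglobulin probe sets from array to array correlated at a mean of 0.40 between the 2 arrays of 1 mouse and −0.087 between arrays of different mice (exact one-sided permutation p = 1.2e-05, the smallest these permutations can give). Over all probe sets the means were 0.040 and −0.0087 (exact one-sided permutation p = 3.5e-05), so mice were alike across their tissues in general. Probe sets as variable as the antibody segments were not compared, so the larger value is not shown to be particular to these segments. Clones shared by the ileum and the colon of a mouse would give such a value, though other differences between mice could too. A few expanded clones per mouse may then move single segments such as Igkv5-43 in both tissues at once, so that the 2 tissues are not separate evidence for them.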
